# Increasing indices of frailty in aged female mice are associated with impaired skeletal muscle resilience to downhill running stress

**DOI:** 10.1007/s11357-025-01856-7

**Published:** 2025-09-11

**Authors:** Grant R. Laskin, Laís R. Perazza, Ted G. Graber, Baylah R. Mazonson, Yuhoung J. Kim, Laura J. Verdi, LaDora V. Thompson

**Keywords:** Muscle contractility, Mitochondrial dysfunction, Stress resilience, Frailty

## Abstract

Frailty is a clinical syndrome marked by diminished physiological reserve and function. While skeletal muscle dysfunction is central to frailty, most preclinical models focus on basal function and place less emphasis on physiological stress responses. Here, we examined the influence of increased indices of frailty on skeletal muscle resistance and resilience using a physiologically relevant model of downhill running stress. Aged female C57BL/6JN mice (*n* = 47; > 17 months) were stratified into Low (≤ 1 frailty markers) or High (≥ 2 frailty markers) groups based on their number of positive frailty markers. Mice were subsequently randomized to undergo two bouts of downhill running or remain cage sedentary. Twenty-four hours later, contractile function was assessed ex vivo in the extensor digitorum longus (EDL) and soleus muscles. RNA was extracted from the gastrocnemius of randomly selected samples and analyzed by RNA sequencing. Despite comparable specific tetanic force, High frailty marked mice exhibited greater fatiguability and impaired recovery kinetics in the EDL following running stress. RNA sequencing revealed divergent transcriptional signatures between mice in Low and High frailty marked groups in response to running, including upregulation of mitochondrial bioenergetic and complex assembly pathways in Low group mice and downregulation in High group mice. These data demonstrate that downhill running stress unmasks latent impairments with frailty in skeletal muscle, and that mitochondrial dysfunction and/or redox imbalance may be potential contributors to reduced muscle resilience. Overall, our results emphasize the importance of incorporating physiological stress paradigms to uncover frailty-associated muscle impairments that are not apparent under basal conditions.

**Graphical Abstract:**

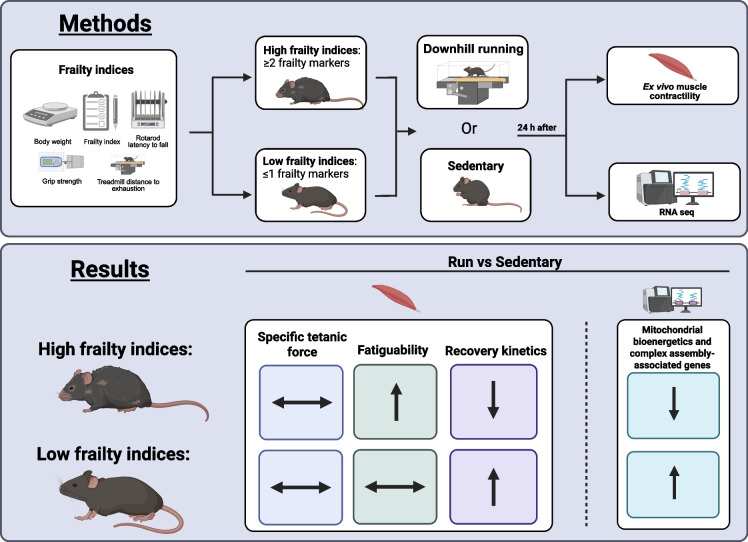

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11357-025-01856-7.

## Introduction

Recent progress in clinical and health-related research has substantially increased global life expectancy (e.g., chronological age). Individuals are living longer now than any other time in human history, and a recent World Health Organization (WHO) report approximates that by 2050 the number of people over the age of 60 will exceed 2 billion [1]. However, this extension in lifespan is accompanied by a severe burden. Distinct from chronological aging, frailty is a clinical syndrome that has coordinately increased in prevalence parallel to the increases in lifespan. Frailty is characterized by reduced physiological reserve and function, and is attributed to disability, morbidity, and hospitalization in older adults [2, 3]. A defining feature of frailty is not merely diminished basal function, but rather the inability to maintain (e.g., resistance) or recover functionality (e.g., resilience) following stress [4, 5]. Despite this, most preclinical models assess baseline characteristics and rarely examine dynamic responses to physiological stress.

Accumulating evidence suggests that several frailty-related physiological deficits often remain latent and only emerge under stress. To illustrate, skeletal muscle dysfunction is a hallmark of frailty and a major contributor to loss of mobility and independence in aging populations [2, 3, 6, 7]. While age-associated reductions in muscle mass (e.g., sarcopenia) partially account for some functional losses, several impairments can remain undetected until the muscle is exposed to a stressor. For example, chronic contractile activity enhances muscle performance over time in young rats but diminishes it in older counterparts, despite similar baseline isometric forces [8]. Additionally, the skeletal muscle of older humans and rodents exhibits impaired recovery and regeneration following a damaging stimulus [9–12]. Although evaluating frailty under stress conditions is essential, direct comparisons of skeletal muscle responses to physiologically relevant stress in individuals or rodents with differing degrees of frailty remain limited. Moreover, many existing stress models employ supraphysiological insults (e.g., cardiotoxin) [13] which may not be representative of stress encountered in daily life. Thus, functional assessments incorporating physiologically relevant stressors are required to uncover the full extent of muscular impairment in frailty.

The purpose of this study was to define the extent to which increased indices of frailty influences resilience and resistance to physical stress in skeletal muscle. To accomplish this, we stratified aged female mice into Low or High groups based on their number of positive frailty markers, then subjected them to a downhill running protocol followed by ex vivo whole muscle contractility. Downhill running is a well-established physiological stressor that imposes eccentric mechanical strain on the lower limb musculature, modeling unaccustomed activity in humans. We show that an increased degree of frailty compromises both fatigue resistance and recovery kinetics following downhill running, and that these impairments are accompanied by alterations to mitochondrial complex regulatory gene expression. Our findings provide critical insight into frailty-associated impairments in muscle stress responses and elucidate potential molecular pathways contributing to diminished resilience in frail skeletal muscle.

## Methods

### Animal and ethical approval

Female C57BL/6JN mice (*n* = 47) were obtained from the National Institute on Aging (NIA) rodent colony and selected to be > 17 months of age at study entry, corresponding to the reported onset of frailty in this strain [14]. Female mice were selected for translational relevance as female humans and rodents are at higher risk of frailty [15]. Mice were housed in a temperature-controlled (25 °C) facility on a 12-h light/dark cycle at the Boston University vivarium, with ad libitum access to standard rodent chow and water. Tissues were collected under anesthesia (10 mg/mL ketamine and 1 mg/mL xylazine in PBS), and euthanasia was performed by exsanguination following cardiac excision. All procedures were approved by the Boston University Institutional Animal Care and Use Committee (IACUC; Protocol #202,000,060).

### Assessment of frailty indices and experimental design

The timeline of experimental procedures is provided in Fig. 1. Upon study entry, aged female mice were assessed for the extent of frailty using established parameters [14, 16]. Briefly, mice were evaluated on five criteria: three physical performance tests (treadmill distance to exhaustion, grip strength, and Rotarod latency to fall), body weight, and frailty index (FI). Assessments were performed at the same time of day to minimize circadian variability and spaced apart accordingly to minimize performance interference between tests. A single evaluator conducted all assessments for each parameter. Mice received a positive frailty marker if they fell below the 20th percentile of the cohort for physical tests, or above the 80th percentile for body weight or FI.

**Fig. 1:**
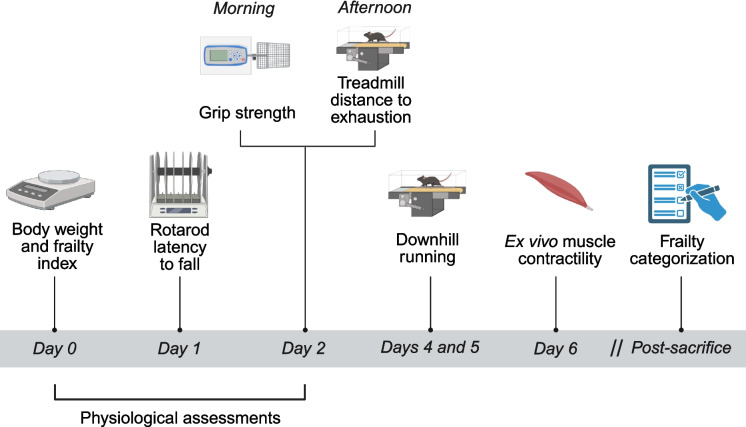
Experimental timeline

Mice were then randomly assigned to sedentary control (*n* = 26) or downhill running (*n* = 21) groups. Running groups underwent two consecutive days of downhill running, while sedentary mice remained in their cages. Mice were anesthetized 24 h after the last running bout, and the soleus and extensor digitorum longus (EDL) muscles were extracted for ex vivo contractility analyses. Remaining tissues were snap-frozen in liquid nitrogen and stored at –80 °C. Following sacrifice, frailty markers were totaled for each mouse and animals were retrospectively assigned to either a High frailty marked group (Control: *n* = 7; Run: *n* = 5) if they exhibited ≥ 2 positive markers, or a Low frailty marked group (Control: *n* = 19; Run: *n* = 16) if they exhibited ≤ 1 marker. This stratification enabled assessment of the impact of increasing indices of frailty on muscle dysfunction.

### Treadmill distance to exhaustion

Distance to exhaustion was assessed using a six-lane motorized treadmill (Exer 3/6 Treadmill; Columbus Instruments, Columbus, OH). Mice performed a 5 min warm-up at 5 m/min on a level deck, after which the speed increased by 1 m/min every minute. A shock grid at the end of each lane provided motivation to continue running. Exhaustion was defined as remaining on the shock grid for three consecutive seconds.

### Grip strength

Grip strength was measured using a grip strength meter (Grip Strength Test P/N 760483; Coulbourn Instruments, Whitehall, PA). Mice were gently lowered onto the grid to allow both forelimbs and hindlimbs to grasp the bars. The tail was then steadily pulled backward, keeping the torso horizontal by holding the base of the tail between the thumb and forefinger. The trial ended when the mouse released its grip, and maximal force was recorded. Five trials were performed with a 10 min rest between each trial. The highest and lowest values were excluded, and the mean of the remaining three trials was used for analysis.

### Rotarod latency to fall

Latency to fall was assessed using a rotarod apparatus (PanLab Letica Rota-Rod L/S; Catalonia, Spain). Mice were acclimated for 1 min at 4 rpm before the speed was increased by 1 rpm every 8 s, reaching a maximum of 40 rpm over 5 min. Testing continued until the mouse could no longer maintain its position and fell from the rod. Each mouse underwent three trials with a 10 min rest between trials. Latency to fall was calculated as the average of the three trials.

### Frailty index

The frailty index (FI) was assessed at baseline using a deficit accumulation scale. An adapted version of the previously described 31-item scale [17] was used which excluded forelimb grip strength, body temperature, and body weight, resulting in 28 evaluated health deficits. Deficits included vestibular disturbance, alopecia, dermatitis, coat condition, vision and hearing loss, among others, and were assessed blindly by a single rater. Each deficit was scored as 0 (no deficit), 0.5 (mild deficit), or 1 (severe deficit). The FI score for each mouse was calculated by summing the individual deficit scores and dividing by the total number of assessed deficits (e.g., 28).

### Downhill running stress

Downhill running was performed using a six-lane motorized treadmill set to a 22 decline as described [18]. The protocol began with a 6 min warm-up period beginning at 5 m/min with speed gradually increased to 13 m/min. After a 3 min rest, mice completed 10 stages consisting of a 1 min acceleration period followed by a 6 min run at 13 m/min and a subsequent 3 min rest. The mice were manually prodded to encourage running. If the mouse refused to run despite encouragement, they were provided a 3 min rest period before reinitiating the run.

### Ex vivo whole muscle contractility

All procedures were performed using methods similar to those previously used by our laboratory [19]. Animals were anaesthetized by intraperitoneal injection of ketamine/xylazine and maintained on a heat pad. The soleus and EDL muscles were excised and immediately transferred to a tissue bath filled with continuously oxygenated Krebs–Ringer buffer (115 mM NaCl, 5.9 mM KCl, 1.2 mM MgCl_2_, 1.2 mM NaH_2_PO_4_, 1.2 mM Na_2_SO_4_, 2.5 mM CaCl_2_, 25 mM NaHCO_3_, and 10 mM dextrose), maintained at 25°C. Each muscle was tied at both tendons with a 4–0 braided silk suture and mounted between a force transducer and a static clamp between two platinum electrodes. Muscle contractility was measured using a dual-bath physiology system (Aurora Scientific, Aurora, Ontario, Canada) consisting of two force transducers (0.5 N, Model 300B), two stimulators (Model 701B), one Dual Lever A/D Interface (Model 604B), one Dual System Signal Interface, customized Aurora software Dynamic Muscle Control (version 4.1.4.6), Dynamic Muscle Analysis (version 3.2), and a temperature control with water bath unit (Model 912; Polyscience, Niles, IL). Stimulation was delivered in biphase modality at an output of 1000 mA and 30 V. Contractile measures were performed at optimal length (*L*_0_), determined by incrementally increasing muscle length until maximal twitch force (*P*_t_) was achieved.

Isometric twitch and tetanic contractile force were assessed by stimulating the muscle for a single twitch then incrementally increasing stimulation frequency (EDL: 10, 40, 80, 120, 150, and 180 Hz; soleus: 10, 40, 80, 100, 120, 150 Hz) with a 1 min rest in between contractions until maximum tetanic force was achieved. Physiological cross-sectional area (PCSA) was calculated by the formula: Muscle mass (g)/[*L* _0_ (cm) * 1.06 (g/cm^3^)] and was subsequently used to calculate specific tetanic force. The half-relaxation time and rate of force development (RFD) at twitch was calculated as described [20]. Fatigability was evaluated by delivering repetitive tetanic stimulations at 80 Hz for both muscles, with 5 s rest in between stimuli and calculating the total area under the force–time curve (AUC). Afterwards, force recovery was measured by delivering ten stimulations at 80 Hz (EDL) or 150 Hz (soleus) at 5 min intervals following fatigue testing. The initial recovery rate (e.g., the slope derived from the end of the fatigue assessment to the first stimulation) and the total force recovered over the period were determined. Muscles that were damaged/torn were excluded from subsequent analyses, but values from previous analyses where the muscle was still viable were included. A flow diagram illustrating the full protocol and muscles included for each contractile assessment is provided in Supplemental Fig. 1.

### RNA extraction

RNA was extracted as previously described [21, 22]. Briefly, one gastrocnemius muscle was pulverized in liquid nitrogen using a chilled pestle and mortar. A ~ 25 mg portion was homogenized in 600 µL of Zymo Tri Reagent (Irvine, CA), and total RNA was isolated using a Zymo RNA Miniprep kit including an on-column DNase treatment (Irvine, CA). RNA quality was determined by the RNA integrity number (RIN; mean: 8.4, range 7.8–8.9) using RNA 6000 Pico Assay RNA chips run in an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). *n* = 3–4 samples per group were randomly selected and subjected to RNA sequencing.

### Bulk RNA sequencing and gene set enrichment analysis (GSEA)

RNA sequencing was performed by the Microarray and Sequencing Resource Core Facility at Boston University. FASTQ files were aligned to mouse genome build mm10 using STAR (version 2.7.9a) [23]. Ensembl Gene-level counts for non-mitochondrial genes were generated using featureCounts (Subread package, version 1.6.2) and Ensembl annotation build 100 (uniquely aligned proper pairs, same strand). Separately, SAMtools (version 1.10) was used to count reads aligning in proper pairs at least once to either strand of the mitochondrial chromosome (chrM) or to the sense or antisense strands of Ensembl loci of gene biotype “rRNA” or of non-mitochondrial RepeatMasker loci of class “rRNA” (as defined in the RepeatMasker track retrieved from the UCSC Table Browser). FASTQ quality was assessed using FastQC (version 0.11.7), and alignment quality was assessed using RSeQC (version 3.0.0). Variance-stabilizing transformation (VST) was accomplished using the varianceStabilizingTransformation function in the DESeq2 R package (version 1.23.10) [24]. Differential expression was assessed using the Wald test implemented in the DESeq2 R package. Correction for multiple hypothesis testing was accomplished using the Benjamini–Hochberg false discovery rate (FDR). Differentially expressed genes (DEGs) were determined at an FDR q < 0.1. Overrepresentation analyses (ORA) of individual DEG lists were performed by uploading into the Database for Annotation, Visualization, and Integrated Discovery (DAVID) as described [25, 26], and using a modified Fisher’s exact (EASE) score of < 0.05 to determine category enrichment. All analyses were performed using the R environment for statistical computing (version 4.1.2).

Gene Set Enrichment Analysis (GSEA) (version 2.2.1) [27] was used to identify biological terms, pathways and processes that are coordinately up- or down-regulated within each pairwise comparison. The Entrez Gene identifiers of all genes in the Ensembl Gene annotation were ranked by the Wald statistic computed for each coefficient in the two-factor model and for each pairwise comparison. Ensembl Genes matching multiple Entrez Gene IDs were excluded prior to ranking, so that the ranked list represents only those Entrez Gene IDs that match exactly one Ensembl Gene. Each ranked list was then used to perform pre-ranked GSEA analyses (default parameters with random seed 1234) using the Entrez Gene versions of the H (Hallmark), M2 CP (Biocarta, Reactome, WikiPathways), and M5 (Gene Ontology, GO) gene sets obtained from the Molecular Signatures Database (MSigDB), version 2024.1.Mm. An FDR q < 0.05 was used to denote significant enrichment of gene sets for GSEA analysis. Enrichment maps were generated using Cytoscape (version 3.10.3) [28]. Gene sets with FDR q < 0.05 were included as nodes and edge threshold was set at a combined similarity coefficient threshold > 0.375. The resulting network was clustered using the Markov cluster algorithm (MCL) with an inflation parameter of 2. Data from the RNA sequencing analysis are accessible in GEO (accession #GSE301564**)** and as a supplement (Supplemental Tables 1–2).

### Statistical analysis

Two-way ANOVA was used to evaluate differences in muscle contractile parameters using Frailty (Low vs. High groups) and Run (Control vs. Run) as the two factors. When a significant interaction was detected, Sidak’s multiple comparisons test was used post hoc. Because assigning animals to frailty groups inherently results in an unbalanced sample size that reduces power to detect interactions, the percent change from each mouse of the running group to the mean value of its corresponding control group was calculated for each contractile parameter and analyzed using unpaired two-tailed *t*-tests. To assess recovery dynamics, the entire recovery force–time curve was initially analyzed by Three-way ANOVA with Contraction, Frailty, and Run as factors. Where a three-way interaction was observed, follow-up analyses were further stratified by frailty and assessed by separate two-way ANOVAs. Analyses were performed on GraphPad Prism (version 10.5). Significance was set at p < 0.05 and data are presented as mean ± standard deviation. RNA sequencing analysis is described above.

## Results

### Extent of frailty determination

Forty-seven mice were assessed for indices of frailty using treadmill distance to exhaustion, grip strength, rotarod latency to fall, body weight, and FI. Mice received a positive frailty marker if their value on a given test exceeded a defined threshold. Cut-off values were set at the top 80th percentile of the present cohort for body weight and FI, and the bottom 20th percentile for physical tests (e.g., distance to exhaustion, grip strength, and latency to fall). Based on these established criteria, 12 mice were assigned to the High frailty marker group (≥ 2 positive frailty markers) and 35 mice were assigned to the Low frailty marker group (≤ 1 markers; Fig. 2a). The individual distribution of values for each index of frailty can be visualized in Fig. 2b-f.

**Fig. 2:**
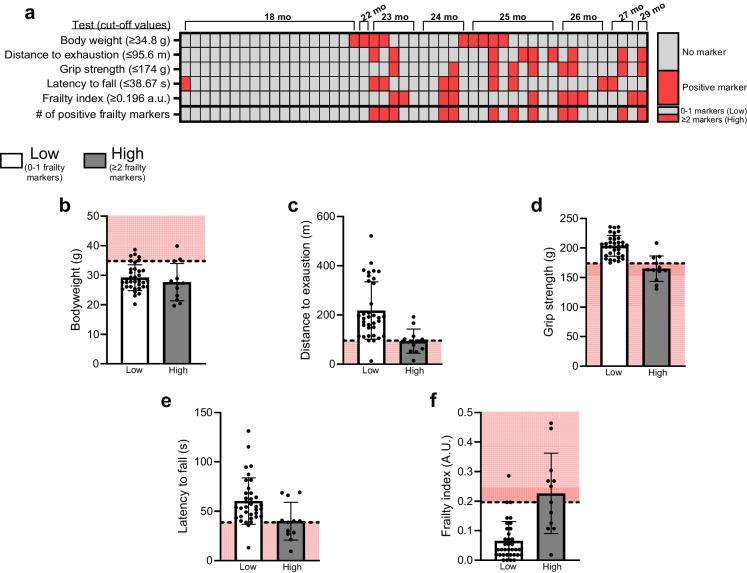
Group allocation by frailty phenotyping. (**a**) Heat map displaying results of frailty phenotyping of aged female mice (*n* = 47) across health and performance tests. Each column represents a single mouse. Mice received a positive frailty marker (shown as red box) if they fell above the 80th percentile of the present cohort values for body weight or frailty index (FI), or below the 20th percentile for treadmill distance to exhaustion, grip strength, or Rotarod latency to fall. Animals were placed in the High group (*n* = 35) if they exhibited ≥ 2 positive markers or Low group (*n* = 12) if they exhibited ≤ 1 frailty markers. Distribution of mouse values for each test following assignment to High or Low groups are visualized in (**b**-**f**). Values falling within the shaded red area in (**b**-**f**) indicates a frail marker for that test. Data are presented as individual values superimposed on mean ± standard deviation

### EDL and soleus specific tetanic forces are not altered by the extent of frailty or downhill running

EDL mass was reduced in High frailty marked mice compared to Low frailty marked mice (Fig. 3a), coinciding with a lower absolute tetanic force output in the High frailty marked groups (Fig. 3b). However, when tetanic force was normalized to the muscle’s physiological cross-sectional area (PCSA), specific force was not different between groups (Fig. 3c). Thus, the lower absolute tetanic force observed in High frailty marked mice was likely driven by the smaller muscle size. In contrast, soleus muscle mass, absolute tetanic force, and specific tetanic force were unaltered by the extent of frailty or the downhill run (Fig. 3d-f).

**Fig. 3:**
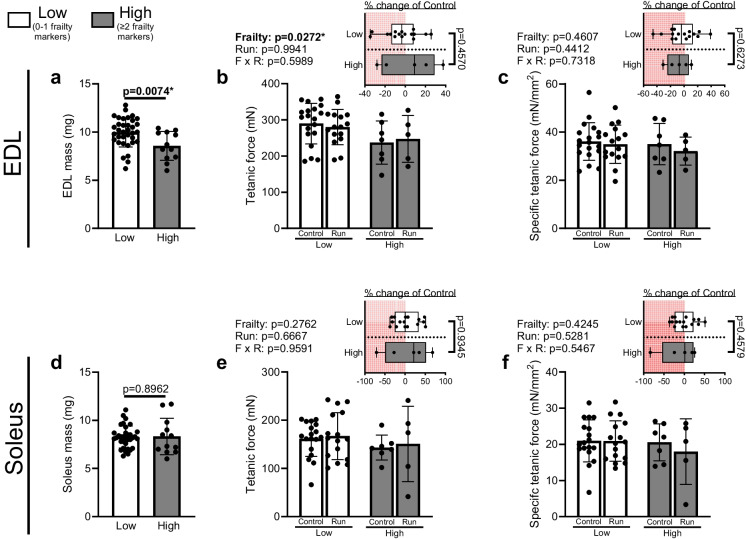
Tetanic and specific tetanic forces generated by the EDL and soleus. (**a**) EDL mass of mice from the High (≥ 2 frailty markers; *n* = 35) or Low (≤ 1 frailty markers; *n* = 12) groups. (**b**) Tetanic force and (**c**) specific tetanic force were assessed in the EDL of sedentary mice from the Low group (Low Control; *n* = 19), ran mice from the Low group (Low Run; *n* = 16), sedentary mice from the High group (Frail Control; *n* = 7), or ran mice from the High group (High Run; *n* = 5). (**d**) Soleus mass of mice from the High (*n* = 35) or Low (*n* = 12) groups. (**e**) Tetanic force and (**f**) specific tetanic force were assessed in the soleus of mice from the Low Control group (*n* = 18), Low Run group (*n* = 16), High Control group (*n* = 7), or High Run group (*n* = 5). (**a**, **d**) were analyzed by unpaired *t*-test. (**b**-**c**, **e**–**f**) were analyzed by two-way ANOVA and the percent change was analyzed by unpaired *t*-test. Data are presented as individual values superimposed on mean ± standard deviation

### Mice with greater frailty indices exhibit enhanced fatiguability and impaired recovery kinetics in the EDL muscle following downhill running

We next investigated whether downhill running impacted the ability to sustain force output during repetitive contractions (i.e., fatiguability) in mice with varying indices of frailty. Analysis of the total AUC of the EDL force–time curve generated from the fatigue protocol revealed a significant Frailty × Run interaction (Fig. 4a-b). Although post hoc testing only approached a significantly reduced AUC in the run High frailty marked mice compared to the sedentary control High frailty marked mice (*p* = 0.0625), analyzing the percent change between the running groups to their respective controls showed a reduced AUC between High frailty marked mice relative to Low frailty marked mice (Fig. 4b).

**Fig. 4:**
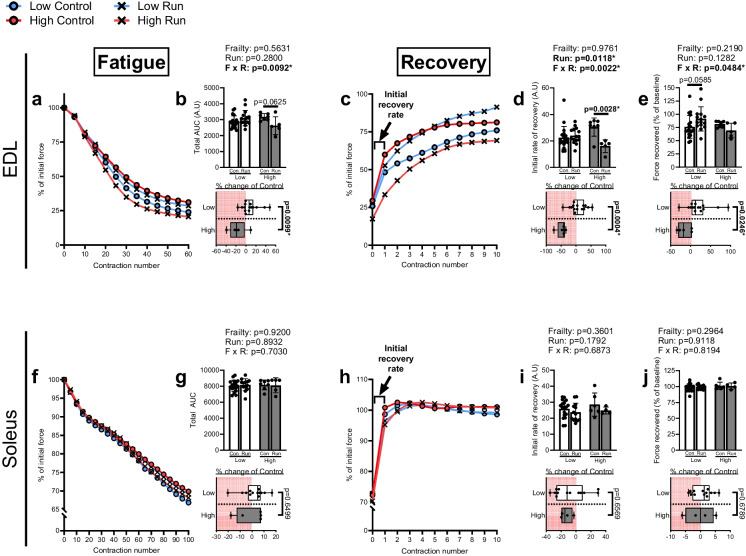
Mice with greater indices of frailty exhibit enhanced fatiguability and impaired recovery kinetics in the EDL following downhill running. (**a**) Representative force–time curve and (**b**) corresponding area under the curve (AUC) following the fatigue protocol in the EDL of sedentary mice from the Low group (≤ 1 frailty markers; Low Control; *n* = 19), ran mice from the Low group (Low Run; *n* = 15), sedentary mice from the High group (≥ 2 frailty markers; High Control; *n* = 7), or ran mice from the High group (High Run; *n* = 5). (**c**) Representative force–time curve, (**d**) initial rate of recovery, and (**e**) the percent force recovered over the recovery protocol from the same EDL muscles as (**b**). (**f**) Representative force–time curve and (**g**) corresponding AUC following the fatigue protocol in the soleus of mice from the Low Control group (*n* = 18), Low Run group (*n* = 13), High Control group (*n* = 7), or High Run group (*n* = 5). (**h**) Representative force–time curve, (**i**) initial rate of recovery, and (**j**) the percent force recovered over the recovery protocol in the soleus from the Low Control group (*n* = 18), Low Run group (*n* = 13), High Control group (*n* = 6), or High Run group (*n* = 4). All data analyzed by two-way ANOVA with percent change analyzed by unpaired *t*-test. Sidak’s multiple comparisons used post hoc in (**b**, **d**-**e**). Data are presented as individual values superimposed on mean ± standard deviation

We then assessed whether the force recovery kinetics following the fatigue protocol were differentially influenced by running stress between frailty marked groups. To accomplish this, the instantaneous recovery rates between each pair of consecutive contractions were calculated and a three-way ANOVA (Contraction × Frailty × Run) was performed on the resultant derivation plot from all four groups (full statistical analysis is provided in Supplemental Figure 2). A three-way interaction (Contraction × Frailty × Run) was detected, prompting a stratified analysis by frailty status using separate two-way ANOVAs. In doing so, we observed a Contraction × Run interaction solely in the High frailty marked groups, with post hoc testing revealing a significant time point difference only at the initial contraction (Supplemental Figure 2). We therefore focused our analysis on the recovery rate of the initial contraction period (labeled in Fig. 4c, h). Specific analysis of the initial recovery rate in the EDL showed a main effect of running and a Frailty × Run interaction, with post hoc testing revealing an impaired initial rate of recovery in the run High frailty marked group mice relative to their sedentary control counterparts (Fig. 4c-d). We also assessed the total force recovered over the recovery period, expressed relative to the baseline force at the beginning of the fatigue protocol. In the EDL, there was a Frailty × Run interaction detected with post hoc testing approaching a significant effect of greater force recovered in the run Low frailty marked mice relative to their sedentary control counterparts (*p* = 0.0585; Fig. 4c, e). Secondary analysis of the percent change between the running groups to their respective controls confirmed a significantly greater percentage of recovered force in response to running in the Low frailty marked mice relative to High frailty marked mice (Fig. 4e). Repeating these analyses in the soleus revealed no detectable effects of running or extent of frailty on fatiguability or recovery kinetics (Fig. 4f-j).

### Downhill running modifies calcium-sensitive contractile properties of the EDL in both High and Low frailty marked groups

Increased muscle fatiguability following repetitive contractions in the absence of altered tetanic force may be partially attributed to altered muscle calcium handling. Thus, we assessed twitch kinetics as a functional indicator of calcium dynamics. In the EDL, downhill running resulted in greater twitch force and RFD, regardless of extent of frailty (Fig. 5a-b). In contrast, half-relaxation time tended to show a reduction in response to downhill running (*p* = 0.0661; Fig. 5c). When analyzing values of running groups as a percent change from their sedentary controls, a greater shortening of half-relaxation time was observed between the High frailty marked mice compared to the Low frailty marked mice (Fig. 5c). These same twitch kinetics were not observed to be altered in the soleus in either High or Low frailty marked groups or in response to running (Fig. 5d-f).

**Fig. 5:**
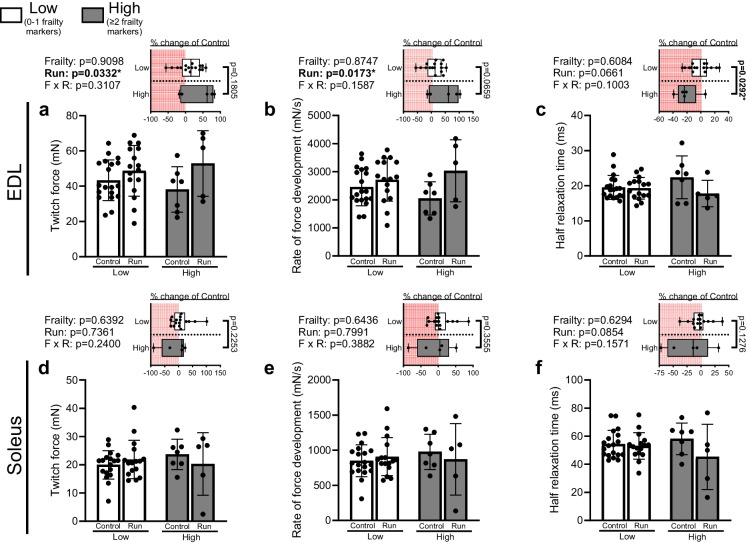
Downhill running modifies calcium-sensitive contractile properties in the EDL. (**a**) Twitch force, (**b**) twitch rate of force development (RFD), and (**c**) twitch half-relaxation time were assessed in the EDL of sedentary mice from the Low group (≤ 1 frailty markers; Low Control; *n* = 19), ran mice from the Low group (Low Run; *n* = 16), sedentary mice from the High group (≥ 2 frailty markers; High Control; *n* = 7), or ran mice from High group (High Run; *n* = 5). (**d**) Twitch force, (**e**) twitch RFD, and (**f**) twitch half-relaxation time were assessed in the soleus of mice from the Low Control group (*n* = 18), Low Run group (*n* = 16), High Control group (*n* = 7), or High Run group (*n* = 5). All data analyzed by two-way ANOVA with percent change analyzed by unpaired *t*-test. Data are presented as individual values superimposed on mean ± standard deviation

### A divergent transcriptomic signature of mitochondrial-associated genes accompanies changes to the frailty- and running stress-specific changes to muscle contractility

Changes to the skeletal muscle transcriptome are reported 24 h following exercise-induced muscle stress [29, 30]. In the context of advancing chronological age, certain transcriptional responses differ between the muscles of younger and older humans after a bout of eccentric contractions (e.g., inflammatory genes), which have been implicated in muscle resilience [31]. To investigate this in our model, we performed bulk RNA sequencing on the gastrocnemius and focused our analysis on enriched gene programs that were differentially regulated by the running stress in Low and High frailty marked mice. 

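Gastrocnemius RNA from 15 female C57BL/6JN mice older than 17 months was analyzed, from 4 Low Control, 4 Low Run, 3 High Control and 4 High Run mice. The labels of the deposited data call the 2 frailty groups robust and frail, and these were matched to the Low group (at most 1 positive frailty marker) and the High group (at least 2 markers). Run mice had completed 2 bouts of treadmill running at 13 m/min on a decline of 22 degrees, and the muscle was collected 24 h after the last bout. The authors aligned the reads to mouse genome build mm10, counted uniquely aligned proper pairs on the same strand as each non-mitochondrial Ensembl gene, and deposited the counts per gene without normalization. They also deposited a variance-stabilizing transformation (VST) of these counts on a log2-like scale, and a VST computed again from the counts without the group labels was identical to the deposited values. The total count per mouse ranged from 21741537 to 25992635 (median 25703859) in Low Control mice, from 19395125 to 26003872 (median 23433767) in Low Run mice, from 21110987 to 28142641 (median 27553389) in High Control mice and from 23186828 to 30699216 (median 28641488.5) in High Run mice. The 10 most abundant genes took between 20.3% and 26.5% of the counts of a mouse. Of 55450 genes, 20031 had 0 counts in every mouse, and 16920 passed edgeR's filterByExpr and were tested. Each library is 1 mouse, and the chi-square per degree of freedom between 2 mice of the same group ranged from 17.2 to 215, where sampling noise alone gives values near 1. DEGs were tested with edgeR's quasi-likelihood F-test after TMM normalization, with all 15 mice in one model so that the groups shared one estimate of the spread. The biological coefficient of variation, which is the spread between mice relative to the mean of a gene, was 0.266 over all mice and ranged from 0.149 in High Control to 0.307 in High Run mice when each group was taken alone. The first principal component of the VST values held 27.9% of the variance, with Low Control mouse D9 at -90.3 and High Run mouse D62 at -58.1. For GSEA, genes were ranked by DESeq2's Wald statistic, the statistic the paper ranks by, here from a fit to all 15 mice in every comparison. The test, the filter on low counts and, for DESeq2, the groups in the model are the choices that changed the counts of DEGs.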

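Preranked GSEA was run with fgsea on 27587 genes. It covered the 181 gene sets whose members are listed in full in the paper's supplement, each with at least 15 and at most 500 members among the ranked genes. All 181 sets passed an FDR of 0.05 for the Frailty × Run interaction, 113 with a positive and 68 with a negative normalized enrichment score (NES). This count carries no information of its own, since the supplement lists sets that had already passed this threshold in the same mice. Across the 181 sets, which share genes and are not independent, the NES correlated with the paper's reported NES at Pearson's r = 0.9998. In Low Run compared to Low Control mice, 146 of the sets were enriched, 47 upward and 99 downward. In High Run compared to High Control mice, 67 were enriched, 22 upward and 45 downward. Ranking by edgeR's statistic in place of the Wald statistic moved the High group count most, to 35 of the 167 sets that could then be tested. With each mouse left out in turn, the number of enriched sets ranged from 111 to 145 in the Low comparison and from 15 to 111 in the High comparison. The fit without High Run mouse D62 gave the lowest of these High values and the fit without High Run mouse D53 the highest. GSEA on a ranked list permutes genes, so the spread between mice does not enter its FDR.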

There was a total of *n* = 284 significantly enriched gene sets with a Frailty × Run interaction (FDR q < 0.05). To reveal major biological themes, we organized the enriched gene sets into clusters using network analysis. The network analysis identified several functionally related clusters, with the most highly enriched clusters consisting of gene sets related to mitochondrial import (*n* = 76 clusters), mRNA translation and processing (*n* = 26), and SUMOylation/ubiquitylation (*n* = 24) (Fig. 6a; Supplemental Table 3).

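The supplement assigns 41 of the 181 gene sets analyzed here to the mitochondrial import cluster, 11 to mRNA translation and processing and 13 to SUMOylation and ubiquitinylation. In the mitochondrial import cluster, the interaction NES was negative for all 41 sets, with a median of -2.16 and a range from -3.01 to -1.72. The median NES of this cluster was 1.92 in Low Run compared to Low Control mice, where 40 of the 41 sets were positive and 34 passed an FDR of 0.05. It was -1.75 in High Run compared to High Control mice, where 40 sets were negative and 29 passed. For 39 of the 41 sets, the NES was positive in the Low comparison and negative in the High comparison, and 22 of these passed the FDR in both. The mRNA translation and processing sets had the opposite pattern, with a median NES of 1.93 for the interaction, -1.76 in the Low comparison and 1.48 in the High comparison, where 3 of the 11 sets passed the FDR. The SUMOylation and ubiquitinylation sets had a median NES of 1.96 for the interaction and -2.07 in the Low comparison, where all 13 sets passed the FDR. In the High comparison their median NES was 0.906 and 1 of the 13 sets passed, so the interaction in this cluster came with a change in the Low mice and little change in the High mice. High Control compared to Low Control mice had a median NES of -1.98 in these sets, where all 13 passed. It was -1.87 in the mRNA translation and processing sets, where all 11 passed. Low Control mice enter both comparisons, so a response to running in Low mice cannot be told apart from Low Control mice that stand apart.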

**Fig. 6:**
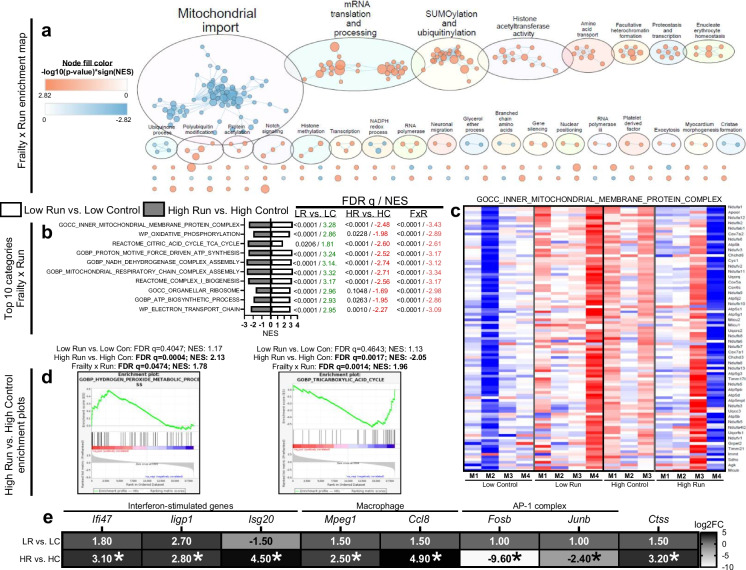
Gene set enrichment analysis (GSEA) on RNA extracted from the gastrocnemius muscle of run mice from the Low (≤ 1 frailty markers; Low Run; *n* = 4) and High groups (≥ 2 frailty markers; High Run; *n* = 4) 24 h post-downhill running compared to their cage sedentary counterparts (Low and High Control; *n* = 3–4). (**a**) Enrichment cluster mapping of enriched gene sets with a Frailty × Run interaction. (**b**) Top 10 enriched GSEA categories with a Frailty × Run interaction by false discovery rate (FDR). LR: Low Run; LC: Low Control; HR: High Run; HC: High Control; FxR: Frailty × Run interaction. NES: Normalized enrichment score. (**c**) Representative leading-edge gene heatmap of select category from the Top 10 enriched GSEA categories. (**d**) GSEA plots of other select significantly enriched gene sets by Frailty × Run interaction. (**e**) Select differentially expressed genes (DEGs) associated with inflammation. Asterisks indicate differential expression at FDR q < 0.1. RNA sequencing data were analyzed by DESeq2

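Sedentary High Control mice were compared with sedentary Low Control mice to give the effect of frailty without running. No gene of the 16920 tested passed an FDR of 0.1 in edgeR's quasi-likelihood test (0 DEGs), while 992 had an unadjusted p under 0.05. With each control mouse left out in turn, that number ranged from 443 without Low Control mouse D9 to 1805 without Low Control mouse D98. In the GSEA ranking, 167 of the 181 gene sets were enriched, 60 upward and 107 downward in High Control mice. These sets were listed by the paper for the interaction, which both control groups enter, so the selection favors a high count here. All 41 sets of the mitochondrial import cluster had a positive NES, with a median of 2.00. The NES was 2.57 for WP_OXIDATIVE_PHOSPHORYLATION and 2.98 for GOBP_NADH_DEHYDROGENASE_COMPLEX_ASSEMBLY. It was -1.58 for GOBP_HYDROGEN_PEROXIDE_METABOLIC_PROCESS and 1.90 for GOBP_TRICARBOXYLIC_ACID_CYCLE. A score per mouse was also taken for each of these 4 sets, as the mean over the set's genes of the deposited VST value minus the mean of that gene over all mice. High Control mice lay above Low Control mice by 0.195 on the log2 scale in the oxidative phosphorylation score (two-sided exact permutation test, p = 0.0571, n = 3 and 4) and by 0.229 in the NADH dehydrogenase complex assembly score (exact p = 0.0571). The hydrogen peroxide score differed by -0.143 (exact p = 0.0571) and the tricarboxylic acid cycle score by 0.0986 (exact p = 0.0857). None of the 4 differences passed 0.05 after Benjamini-Hochberg adjustment over the 4 exact permutation tests, with adjusted p between 0.0761 and 0.0857. The smallest p that an exact test of 3 mice against 4 allows is 0.0286.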

We then evaluated the most highly enriched gene sets by stepwise sorting the GSEA list initially by lowest FDR for the Frailty effect, then subsequently re-sorting that output by lowest FDR for the Frailty × Run interaction. 

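Of the gene sets most enriched for the Frailty × Run interaction, WP_OXIDATIVE_PHOSPHORYLATION (45 genes) and GOBP_NADH_DEHYDROGENASE_COMPLEX_ASSEMBLY (55 genes) have complete member lists in the supplement and were analyzed here. For WP_OXIDATIVE_PHOSPHORYLATION, the interaction NES was -2.74 (FDR 9.07e-12 over the 181 sets). The NES was 2.50 in Low Run compared to Low Control mice (FDR 4.51e-09) and -2.08 in High Run compared to High Control mice (FDR 0.000526). For GOBP_NADH_DEHYDROGENASE_COMPLEX_ASSEMBLY, the interaction NES was -2.99 (FDR 6.10e-17), with 2.77 in the Low comparison (FDR 1.19e-14) and -2.66 in the High comparison (FDR 4.85e-10). Unweighted enrichment moved these values most, to an interaction NES of -5.46 and -6.08. One gene each of complexes I, III, IV and V of the respiratory chain was followed as an example, with coordinates on GRCm38 from the GENCODE M21 annotation, in which all 4 are protein-coding. These 4 genes were read from Fig. 6c, the paper's heatmap of leading-edge genes in these mice. That selection favors their direction of change, so they are no independent support. Ndufa1 (ENSMUSG00000016427, chromosome X from 37187588 to 37191163, minus strand) had 87.6 ± 12.1 CPM (counts scaled to the library size; mean ± SD, n = 4) in Low Control, 104.8 ± 10.3 (n = 4) in Low Run, 99.2 ± 13.3 (n = 3) in High Control and 82.4 ± 5.74 (n = 4) in High Run mice. Its log2 fold change was 0.26 (standard error 0.13) in the Low comparison, -0.27 (standard error 0.14) in the High comparison and -0.53 (standard error 0.20) for the interaction. Uqcrq (ENSMUSG00000044894, chromosome 11 from 53427922 to 53430831, minus strand) had log2 fold changes of 0.25 and -0.11 in the Low and High comparisons and -0.36 for the interaction. Cox5a (ENSMUSG00000000088, chromosome 9 from 57521274 to 57532426, plus strand) had values of 0.19, -0.20 and -0.39, in the same order. Atp5b (ENSMUSG00000025393, chromosome 10 from 128083273 to 128090391, plus strand) had 0.11, -0.11 and -0.22, and its Low value changed sign to -0.03 when each mouse was corrected for gene length and GC content. None of these 4 genes reached an FDR of 0.1 on its own in edgeR's quasi-likelihood test, where the smallest adjusted p was 0.387 in the Low comparison, 0.956 in the High comparison and 0.60 for the interaction.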

Consistent with our network analysis, the top 10 most significant gene sets (lowest FDR for Frailty × Run interaction) were highly enriched for mitochondrial bioenergetics (e.g., WP_OXIDATIVE PHOSPHORYLATION, GOBP_ATP_BIOSYNTHETIC_PROCESS) and mitochondrial complex assembly processes (e.g., GOBP_NADH_DEHYDROGENASE_COMPLEX_ASSEMBLY, GOCC_MITOCHONDRIAL_RESPIRATORY_CHAIN_COMPLEX_ASSEMBLY; Fig. 6b-c). Intriguingly, the gene set regulation showed clear divergence with respect to High and Low frailty marked groups, whereupon running in Low frailty marked mice led to coordinated upregulation of these gene programs relative to their controls and running in High frailty marked mice led to coordinated downregulation relative to their controls. 

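The set scores per mouse put the spread between mice beside these enrichments. The oxidative phosphorylation score was -0.125 ± 0.141 (SD, n = 4) in Low Control, 0.103 ± 0.134 (n = 4) in Low Run, 0.0704 ± 0.0815 (n = 3) in High Control and -0.031 ± 0.268 (n = 4) in High Run mice, in log2 units around the mean of all mice. Every Low Run mouse lay above every Low Control mouse, a difference of 0.228 (two-sided exact permutation test, p = 0.0286, n = 4 and 4). In High mice, the difference of -0.101 was smaller than the spread between mice (exact permutation p = 0.60, n = 3 and 4). High Run mice D53 at 0.297 and D62 at -0.357 held the highest and lowest scores of that group, and without mouse D62 the difference was 0.0075 (exact permutation p = 0.90). The Low difference was 0.158 without Low Control mouse D9 (exact permutation p = 0.0857) and 0.106 after the correction for gene length and GC content (exact permutation p = 0.229). The interaction was tested by permuting the run labels within each frailty group over all 2450 arrangements. The null of this test is no effect of running in either group, so its p is not exact for equal effects in both groups. The interaction was -0.330 (two-sided exact permutation p = 0.104). It ranged from -0.439 without mouse D53 (exact permutation p = 0.00286, adjusted 0.0114) to -0.221 without mouse D62 (exact permutation p = 0.206). The NADH dehydrogenase complex assembly score rose from -0.131 ± 0.186 (n = 4) in Low Control to 0.102 ± 0.130 (n = 4) in Low Run mice, a difference of 0.233 (exact permutation p = 0.0286). This rise was 0.140 without mouse D9 (exact permutation p = 0.114) and 0.118 after the length and GC correction (exact permutation p = 0.257). The score fell by 0.144 from 0.0986 ± 0.0763 (n = 3) in High Control to -0.0457 ± 0.223 (n = 4) in High Run mice (exact permutation p = 0.371). Without mouse D62 the High difference was -0.0563. The interaction was -0.377 (exact permutation p = 0.0445). It ranged from -0.471 without mouse D53 (exact permutation p = 0.00143, adjusted 0.0114) to -0.285 without mouse D9 (exact permutation p = 0.0841). With all mice, after Benjamini-Hochberg adjustment over the 12 exact permutation tests of 4 sets in 3 comparisons, no p was under 0.0857. The set test camera, which allows for the correlation between genes of a set, gave an interaction p of 0.176 for oxidative phosphorylation and 0.111 for NADH dehydrogenase complex assembly from limma's model of all genes, with estimated correlations of 0.614 and 0.544 between genes (adjusted p 0.366 for both over 12 tests). With the correlation preset to 0.01 in place of the estimate, these p were 1.92e-10 and 2.35e-14. The paper states that these gene sets diverged between the groups, with coordinated upregulation after running in Low frailty marked mice and coordinated downregulation in High frailty marked mice.

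**Figure D1:**
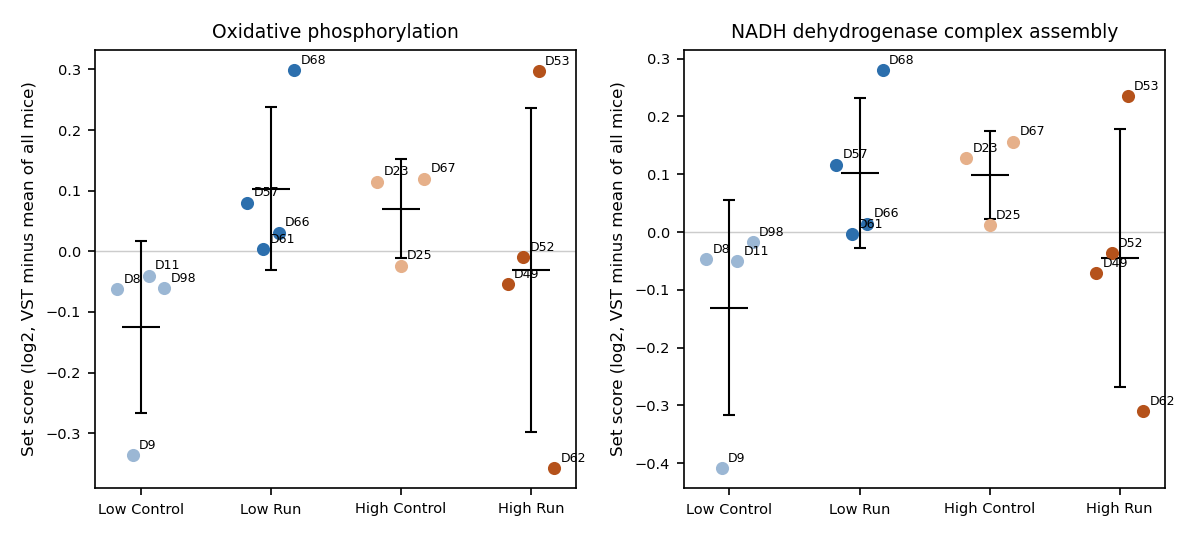
Scores of the oxidative phosphorylation and NADH dehydrogenase complex assembly gene sets in each mouse, in log2 units of the VST relative to the mean of all 15 mice, with a point per mouse, a horizontal line at the group mean and bars of 1 SD. The 4 Low Run mice lie above the 4 Low Control mice in both sets, while the High Run mice range from -0.357 (D62) to 0.297 (D53) in the oxidative phosphorylation score and span the 3 High Control mice.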

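Sets outside these mitochondrial programs were examined in the same way. GOBP_HYDROGEN_PEROXIDE_METABOLIC_PROCESS (51 genes) had an NES of 1.99 in High Run compared to High Control mice (FDR 0.000243), 1.13 in Low Run compared to Low Control mice (FDR 0.263) and 1.78 for the interaction (FDR 0.00103). Its score rose from -0.129 ± 0.0531 (SD, n = 3) in High Control to 0.0979 ± 0.0837 (n = 4) in High Run mice, a difference of 0.227 with no overlap between the groups (two-sided exact permutation test, p = 0.0286). It went from 0.0140 ± 0.0760 (n = 4) in Low Control to -0.0153 ± 0.0614 (n = 4) in Low Run mice, a difference of -0.0293 (exact permutation p = 0.571). The interaction of 0.256 had an exact permutation p of 0.0184, or 0.0857 after Benjamini-Hochberg adjustment. With the median over genes in place of the mean, the interaction was 0.0595 (exact permutation p = 0.529) and the High difference 0.0962 (exact permutation p = 0.0857). With log2 CPM of the 39 genes that passed the count filter, the interaction was 0.341 (exact permutation p = 0.0171, adjusted 0.0857). With a mouse left out, its adjusted p ranged from 0.0327 without Low Run mouse D68 to 0.236 without High Control mouse D23. A score of blood marker genes moved in the same directions as the mean score, by -0.969 in Low and 1.69 in High mice. Its interaction was 2.66 (exact permutation p = 0.0294, adjusted 0.385). The blood score was not tested against the hydrogen peroxide score, so blood in the samples stays open as an explanation. GOBP_TRICARBOXYLIC_ACID_CYCLE (34 genes) had an NES of -2.17 in the High comparison (FDR 0.000243), 1.00 in the Low comparison (FDR 0.47) and -1.94 for the interaction (FDR 0.000576). Its score was 0.0846 ± 0.0106 (n = 3) in High Control and -0.0645 ± 0.202 (n = 4) in High Run mice, a difference of -0.149 (exact permutation p = 0.171) in a group where mouse D62 stood at -0.364. Every High Run mouse lay below every High Control mouse in this score, at 0.0606 or lower against 0.0724 or higher. Without mouse D62 the difference was -0.0492 (exact permutation p = 0.10). In Low mice the tricarboxylic acid cycle score was -0.0139 ± 0.0873 (n = 4) without and 0.0150 ± 0.119 (n = 4) with running (exact permutation p = 0.60). The interaction in this score was -0.178 (exact permutation p = 0.231). In the Low comparison, the NES changed sign in both sets after the correction for gene length and GC content, to -1.03 for hydrogen peroxide and -0.61 for the tricarboxylic acid cycle; only 39 of the 51 hydrogen peroxide genes passed the count filter, so that correction is void for the hydrogen peroxide set.

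**Figure D2:**
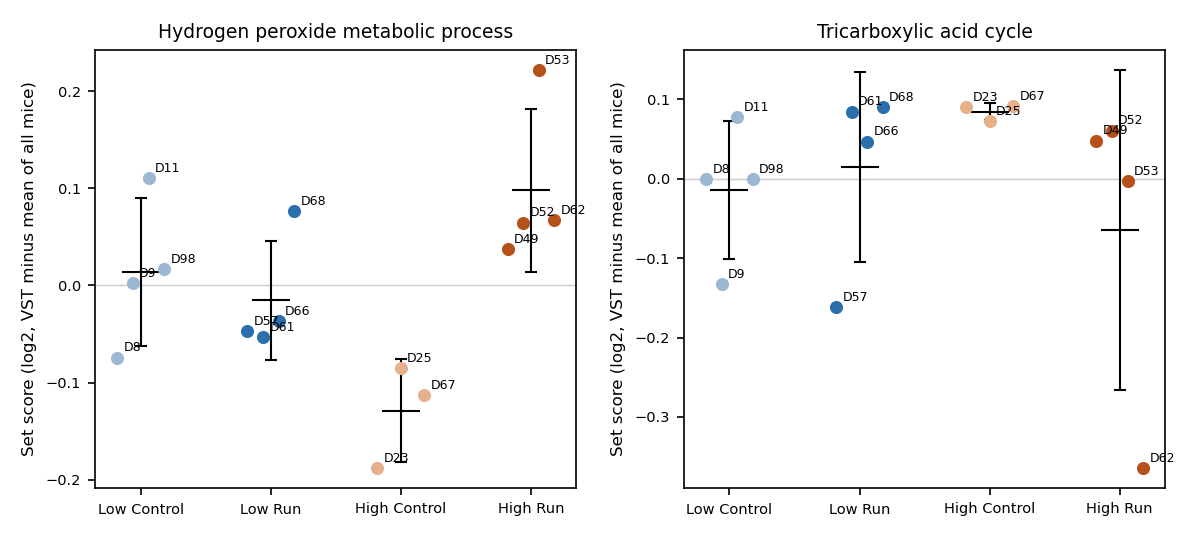
Scores of the hydrogen peroxide metabolic process and tricarboxylic acid cycle gene sets in each mouse, in log2 units of the VST relative to the mean of all 15 mice, with a point per mouse, a horizontal line at the group mean and bars of 1 SD. The hydrogen peroxide scores of the 4 High Run mice lie above those of the 3 High Control mice, and in the tricarboxylic acid cycle score High Run mouse D62 lies at -0.364, below every other mouse.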

Additional analysis of significantly enriched gene sets outside of the top 10 most significant supported this divergent transcriptomic signature, with High frailty marked mice exhibiting an exclusive coordinate upregulation of categories related to hydrogen peroxide metabolism (e.g., GOBP_HYDROGEN_PEROXIDE_METABOLIC_PROCESS) and downregulation of categories related to the tricarboxylic acid/Kreb’s cycle (e.g., GOBP_TRICARBOYXLIC_ACID_CYCLE) in response to running that was not observed in Low frailty marked animals (Fig. 6d).

Subsequently, we conducted overrepresentation analyses by pairwise comparison of individual DEG lists between High frailty marked groups (High Run vs. High Control) and Low frailty marked groups (Low Run vs. Low Control). This analysis revealed specific enrichments to inflammation-associated pathways in the High frailty marked groups following running stress. These enrichments included “Innate immune response”, “Phagosome”, “Cellular response to interferon-beta”, “TNF signaling”, “Eosinophil chemotaxis”, and “IL-17 signaling pathway”, none of which observed in the Low group comparison (Supplemental Table 4). 

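With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 16920 genes, no gene passed an FDR of 0.1 in either comparison (0 DEGs). At an unadjusted p under 0.05 there were 2274 genes in Low Run compared to Low Control mice, 1002 higher and 1272 lower, and 877 in High Run compared to High Control mice, 555 higher and 322 lower. The interaction also gave 0 DEGs, with 1342 genes at an unadjusted p under 0.05. DESeq2's Wald test on all 15 mice gave 10 DEGs in the Low comparison, 8 higher and 2 lower in Low Run mice, and 15 in the High comparison, 9 higher and 6 lower in High Run mice. Among the alternatives chosen in advance, the count changed most without any filter on low counts, to 86 in the Low comparison, and with limma's voom and sample quality weights, to 45 in the High comparison. DESeq2 fitted to only the 2 groups compared, a setting chosen after seeing the data, gave 28 DEGs in the Low comparison (12 higher, 16 lower) and 53 in the High comparison (31 higher, 22 lower). With each mouse left out in turn, edgeR's test gave 0 DEGs in all 8 fits of the Low comparison and all 7 of the High comparison, with between 846 and 2898 and between 586 and 1124 genes at an unadjusted p under 0.05.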

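Beside these terms the supplement lists 19 genes, which are the paper's own calls in these mice. All 19 passed the filter on low counts. In High Run compared to High Control mice, 16 of them were higher and 3 (Fosb, Junb and Ptgs2) lower, with log2 fold changes from -3.25 to 3.74 and 16 at an unadjusted p under 0.05 in edgeR's quasi-likelihood test. None passed an FDR of 0.1 over all genes tested, where the adjusted p of each was 0.956, and all 19 passed when the adjustment covered the list alone, which shows no stability for a list picked from these data. In Low Run compared to Low Control mice, 16 were also higher and 3 lower, with a median absolute log2 fold change of 0.57 against 1.5 in the High comparison. Of the 19 genes, 15 moved in the same direction in both comparisons, and 1 had an unadjusted p under 0.05 in Low mice. The interaction, which tests the difference between the 2 responses directly, had an unadjusted p under 0.05 for 8 of the 19 genes and no adjusted p under 0.60 over all genes. Over the list alone, 7 passed an FDR of 0.1 for the interaction, but the list was picked from these High mice, which enter the interaction. With DESeq2's Wald test on all 15 mice, 4 of the 19 genes passed an FDR of 0.1 over all genes in the High comparison and 0 in the Low comparison, where 3 had an unadjusted p under 0.05.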

Within these categories were running-induced DEGs unique to the High group, including upregulation of interferon stimulated transcripts (*Ifi47, Iigp1, Isg20*), macrophage-associated transcripts (*Mpeg1, Ccl8*), and Cathespin S (*Ctss)*, along with downregulation of components of the inducible inflammation-modulatory Activator protein 1 (AP-1) transcriptional complex (*Fosb, Junb*) (Fig. 6e).

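The 8 genes were located on GRCm38 with the GENCODE M21 annotation, in which all are protein-coding. Values are CPM as mean ± SD in 3 High Control and 4 High Run mice, followed by the log2 fold change from edgeR. Ifi47 (ENSMUSG00000078920, chromosome 11 from 49076587 to 49096974) rose from 1.18 ± 0.220 to 3.66 ± 1.30 CPM, a log2 fold change of 1.63 (standard error 0.50). Iigp1 (ENSMUSG00000054072, chromosome 18 from 60376027 to 60392634) rose from 6.94 ± 1.10 to 19.7 ± 7.84 CPM, a log2 fold change of 1.504 (standard error 0.82). Ifi47 and Iigp1 encode members of a GTPase family, and reads that aligned equally well to another member were not counted by the authors. Isg20 (ENSMUSG00000039236, chromosome 7 from 78913424 to 78920396) rose from 1.82 ± 0.171 to 8.40 ± 7.78 CPM, a log2 fold change of 2.21 (standard error 0.57). Mpeg1 (ENSMUSG00000046805, chromosome 19 from 12460779 to 12465283) rose from 5.03 ± 0.678 to 12.5 ± 3.70 CPM, a log2 fold change of 1.31 (standard error 0.29). Ccl8 (ENSMUSG00000009185, chromosome 11 from 82115185 to 82116799) rose from 0.620 ± 0.218 to 3.13 ± 0.562 CPM, a log2 fold change of 2.31 (standard error 1.03), at a depth of 8 to 255 counts per mouse. Ctss (ENSMUSG00000038642, chromosome 3 from 95526786 to 95556403) rose from 7.56 ± 1.66 to 24.5 ± 6.66 CPM, a log2 fold change of 1.70 (standard error 0.33). Fosb (ENSMUSG00000003545, chromosome 7 from 19302696 to 19310051) went from 57.9 ± 38.9 to 6.12 ± 5.02 CPM, a log2 fold change of -3.25 (standard error 1.06). Junb (ENSMUSG00000052837, chromosome 8 from 84974484 to 84978718) went from 64.2 ± 31.7 to 27.1 ± 7.75 CPM, a log2 fold change of -1.24 (standard error 0.51). For Mpeg1, Ccl8 and Ctss, the two-sided exact permutation p on log2(CPM + 0.5) was 0.0286. It was 0.0571 for Ifi47, Iigp1, Isg20 and Fosb and 0.0857 for Junb. With each High mouse left out in turn, 5 of the 8 genes kept an unadjusted p under 0.05 in all 7 edgeR fits, and the exceptions were Iigp1, Ccl8 and Junb.
In Low Run compared to Low Control mice, the log2 fold change was 0.84 for Ifi47, 1.43 for Iigp1, -0.53 for Isg20, 0.62 for Mpeg1, 0.63 for Ccl8, 0.61 for Ctss, 0.04 for Fosb and 0.07 for Junb, with an adjusted p of 0.358 or more in edgeR's test. Junb changed sign to -0.04 in this comparison after the correction for gene length and GC content. With each mouse left out in turn, the Low value for Ccl8 ranged from 0.047 to 3.11, which reaches above its High value of 2.31. The spread in Low mice was wide for some of these genes, such as Iigp1 at 12.6 ± 12.7 (n = 4) in Low Control and 33.9 ± 41.4 CPM (n = 4) in Low Run mice, and Fosb at 46.2 ± 77.1 and 47.4 ± 34.7 CPM. The difference between the High and Low responses had a log2 value of 2.73 for Isg20 (standard error 0.75), 1.08 for Ctss (0.44) and -3.29 for Fosb (1.40), and none of the 8 genes reached an adjusted p under 0.60 for it over all genes. Adjusted over the 19 listed genes, Isg20 (0.0424), Ctss (0.0952) and Fosb (0.0952) passed an FDR of 0.1 in edgeR's test. These genes were picked by the paper from the same mice, so passing over the list alone is no independent test. For Iigp1 the interaction was 0.07 (standard error 1.07), and it ranged from -0.91 to 1.40 with each mouse left out in turn.

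**Figure D3:**
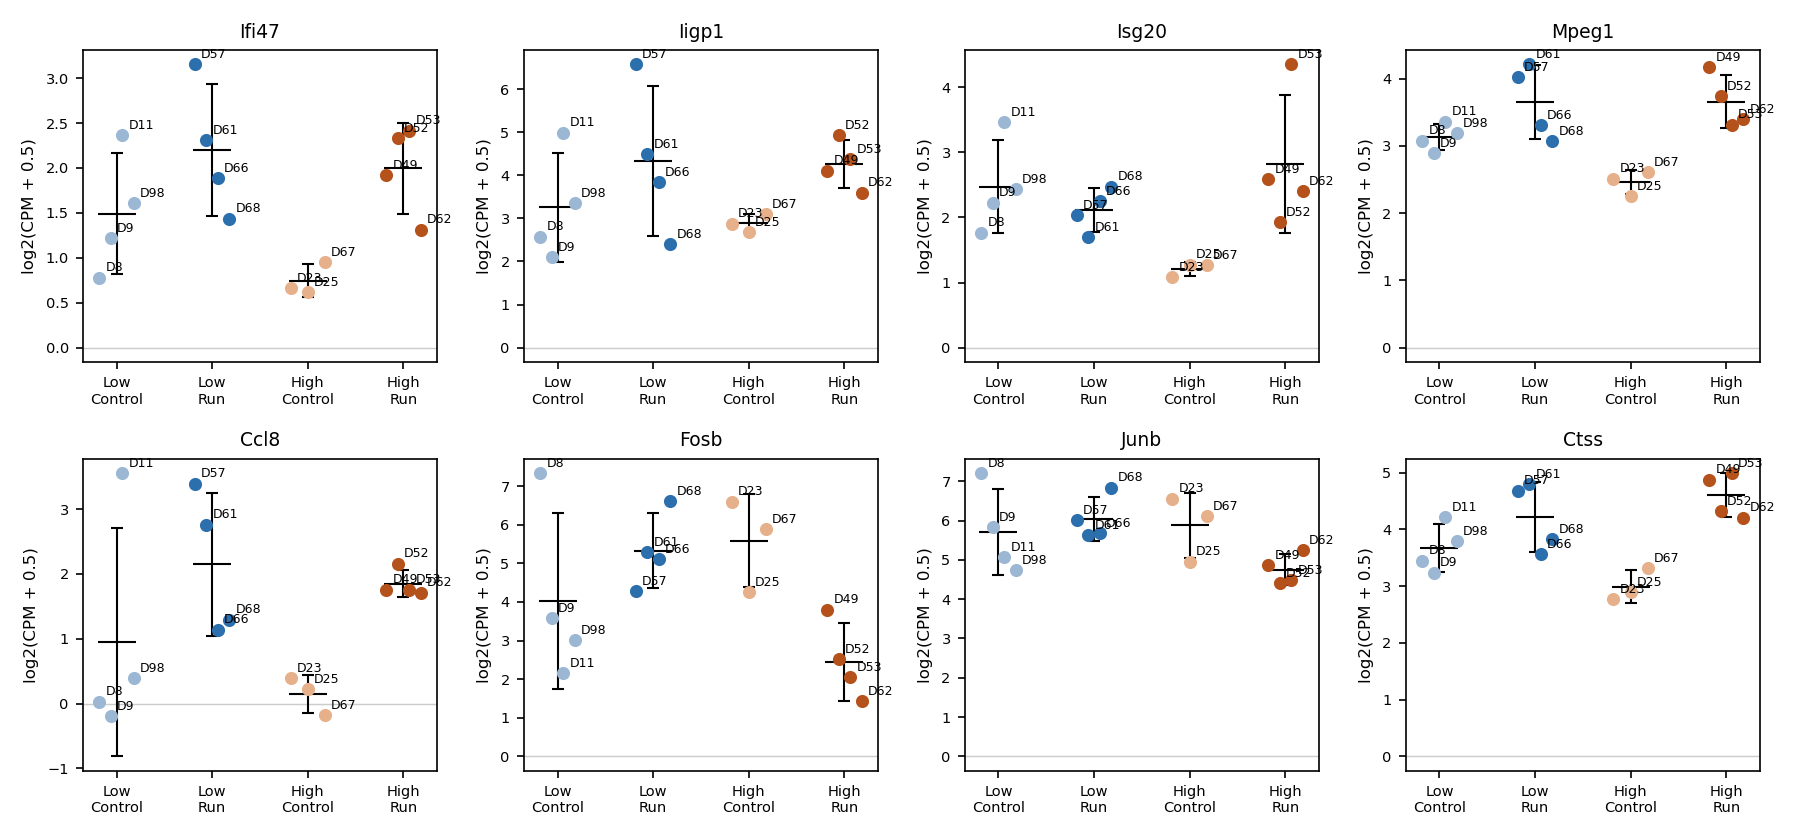
Expression of the 8 genes in each mouse as log2(CPM + 0.5), with a point per mouse, a horizontal line at the group mean and bars of 1 SD for Low Control, Low Run, High Control and High Run mice. Every High Run mouse lies above every High Control mouse for Ifi47, Iigp1, Isg20, Mpeg1, Ccl8 and Ctss and below every High Control mouse for Fosb, while the groups overlap for Junb.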

## Discussion

The objective of this work was to define how increasing indices of frailty impacts resilience and resistance to physical stress in aged skeletal muscle. We demonstrate that greater frailty status modifies the muscular response to downhill running stress, whereupon mice with higher indices of frailty show greater fatiguability and dysregulated recovery kinetics 24 h post-stressor compared to their counterparts with lower indices of frailty. These changes occurred despite similar specific isometric tetanic force generation capacity. Downhill running also impacted functional indices of calcium handling in both groups of animals, although modest changes to half-relaxation time occurred exclusively in High frailty marked animals. Contractile alterations occurred specifically in the EDL and not the soleus muscle, potentially indicating a muscle-specific response. Transcriptomic profiling 24 h following downhill running revealed a striking divergence in mitochondrial gene regulation between High and Low frailty marked mice in response to running. Namely, while Low frailty marked mice exhibited coordinated upregulation of gene programs associated with mitochondrial bioenergetics and complex assembly, High frailty marked mice showed a downregulation of these same pathways. Our collective data more thoroughly defines the impact of frailty extent on resilience and resistance to stress in skeletal muscle. Additionally, these data suggest a potential role for altered mitochondrial function in the frailty-associated changes to resilience and resistance following the physiological stress of downhill running.

Although both High and Low frailty marked mice maintained specific tetanic force production following downhill running, the EDL of High frailty marked mice exhibited greater fatiguability after repetitive stimulation. While increasing chronological age is associated with losses to maximum force generation [32], our data imply that decreased maximal force during frailty is largely driven by decreased muscle size and not necessarily reduced intrinsic capacity of the muscle contractile machinery (e.g., actin and myosin) per se. Notably, the reduced muscle size in High frailty marked mice compared to Low frailty marked mice was specific to the EDL, aligning with the greater susceptibility to selective atrophy and loss of type II fibers with advancing age [33, 34]. Our findings instead suggest latent impairments in stress resilience or resistance in frail muscle, whereby exposure to physical stress reduces the muscle’s ability to sustain and recover force following repeated contractions. The dissociation between maximum force generation and fatiguability suggests that factors such as calcium handling, redox balance, and/or mitochondrial function may contribute to these deficits observed with frailty following downhill running.

We observed shortening of half-relaxation time following the running stress in the High frailty marked mice, despite both groups exhibiting greater twitch force and RFD post-running. One possible mechanism underlying these calcium-sensitive properties is alterations to redox balance. Reactive oxygen species (ROS) are generated during exercise stress [35] and are produced by immune cells responding to any subsequent muscle damage [36]. Paradoxically, skeletal muscle ROS have been observed to both increase or decrease twitch contractile properties/calcium kinetics in part by oxidatively modifying sarcoplasmic reticulum or myofibrillar regulatory proteins [37–39]. A proposed model is that ROS act hormetically, whereby low-to-moderate amounts of ROS enhance calcium handling and twitch contractile properties while excessive amounts inhibit muscle function [40]. In contrast, studies investigating the impact of ROS generation on muscular fatigue more consistently demonstrate that ROS accumulation contributes to fatiguability during repetitive contractions [41]. It is plausible that ROS were generated by both High and Low frailty marked mice during downhill running that resulted in improved calcium release and twitch kinetics 24 h later, possibly via oxidative modifications to proteins such as the ryanodine receptor (RyR) [42]. However, differences in the magnitude or duration of ROS exposure in High frailty marked mice, either during the run or the subsequent regenerative period, may have contributed to greater fatiguability and shortened relaxation time. To illustrate, ex vivo preparations have shown that ROS can alter Ca^2^⁺-myosin cooperativity via troponin C (TnC) [38] and inhibit SERCA-mediated calcium reuptake [37, 39]. Theoretically, disrupted cooperativity at the myofibrillar apparatus could reduce Ca^2^⁺-myosin binding (e.g., promoting Ca^2^⁺ dissociation and thereby accelerating time to relaxation) whereas simultaneous SERCA inhibition could impair subsequent reuptake of the dissociated cytoplasmic Ca^2^⁺, compromising calcium cycling efficiency required for repetitive contractions and thus contributing to fatigue.

There is a substantial interplay between calcium availability and mitochondrial function. It is possible that the increased calcium availability proposed to influence enhanced twitch kinetics after downhill running would likely impose additional buffering demands on the mitochondria. Although moderate concentrations of calcium at the mitochondria enhance ATP synthesis, calcium overload reduces ATP synthesis and induces mitochondrial stress [43, 44]. Aging is associated with diminished mitochondrial resilience [45], and our transcriptomic profiling revealed a divergent mitochondrial gene expression response to running between mice with High and Low frailty markers, suggesting a differing mitochondrial burden. Mitochondrial oxidative metabolism provides a source of ROS during exercise [46], and dysfunctional mitochondria may overproduce ROS [47]. Consistent with this, our gene enrichment analysis revealed significant upregulation of hydrogen peroxide metabolism pathways exclusively in High frailty marked mice following running. Moreover, muscles composed predominantly of type II fibers (such as the EDL) tend to generate more mitochondrial ROS compared to type I fiber-rich muscles like the soleus [48], aligning with our functional observations being specific to the EDL. Collectively, these findings support the interpretation that the greater fatiguability and reduced half-relaxation time observed in High frailty marked mice after downhill running may be at least partially attributable to disrupted mitochondrial and/or redox regulation.

We also observed distinct effects of downhill running on muscle recovery kinetics between High and Low frailty marked mice. The initial rate of recovery was reduced in run High frailty marked mice relative to their controls. Phosphocreatine (PCr) resynthesis is a key determinant of acute force recovery after repeated contractions, and PCr recovery is prolonged with advancing age [49]. Since PCr recovery is dependent on ATP availability, mitochondrial dysfunction can impair this process and remains a likely mechanism [49, 50]. In contrast, run Low frailty marked mice exhibited greater force recovery, aligning with reports that a single extended exercise bout can rapidly improve ATP and PCr maintenance relative to their breakdown products (e.g., ADP/AMP, Cr/P_i_) [51]. This adaptation towards a more protected energy state is at least partially dependent on intact mitochondrial function [52]. The impaired recovery in run High frailty marked group mice may also reflect aberrant inflammation. Chronological aging is associated with heightened and/or prolonged exercise-induced inflammatory responses that impede repair and adaptation [53, 54]. Consistent with this, our RNA sequencing overrepresentation analysis revealed upregulation of transcripts such as interferon-stimulated genes (e.g., *Ifi47, Iigp1,* and *Isg20*) and macrophage-produced genes (e.g., *Mpeg1* and *Ccl8*) in response to running in the High frailty marked but not Low frailty marked groups. These findings suggest an increased production and/or reduced resolution capacity of inflammation in run High frailty marked mice. Such aberrant inflammatory responses can exacerbate mitochondrial dysfunction and/or divert ATP away from contractile recovery toward sustaining the inflammatory program [55, 56], potentially compounding any energetic deficits and impairing muscle recovery.

Notably, the alterations to contractile performance were confined to the EDL and were absent in the soleus. Single muscle fiber proteomics from mice and young humans have identified fiber type-specific enrichment patterns of structural, metabolic, and contractile proteins in fibers defined by myosin heavy chain isoform [55, 56]. These proteomic profiles are differentially affected by chronological aging. For example, the contents of carbohydrate metabolism regulatory proteins and actin-myosin chaperones are upregulated in slow fibers but downregulated in fast fibers with age [57]. Thus, potential interaction(s) between frailty severity the distinct fiber type of the EDL and soleus should not be discounted as contributors to the observed contractile phenotypes.

Overall, these findings offer important implications for understanding the physiological underpinnings of frailty-associated muscle dysfunction. Although increasing chronological age is often characterized by diminishing baseline functionality (such as lower absolute force generation in muscle), our data indicates that impaired stress responses are a defining and functionally relevant feature of frailty.. Thus, it is imperative to evaluate frailty under conditions of stress, as impairments may remain latent at basal levels and only present when the system is challenged. For instance, our model uncovered divergent transcriptional responses between mice marked with High or Low frailty indices, suggesting altered redox regulation and mitochondrial function as candidate mechanisms contributing to the reduced muscular resilience to a running stress. These insights highlight potential molecular targets for therapeutic strategies to improve function in frail populations.

There are limitations to consider. First, all assessments were performed in female mice and sex-specific responses may yield differing results in males. Second, our measures were limited to a single post-stress time point (24 h), which may not capture early transcriptional and functional responses in frail mice. Third, while we evaluated three muscles (EDL, soleus, and gastrocnemius) that are mechanically stimulated by downhill running, our findings may not generalize to all lower limb muscles or muscle groups. Lastly, assessments of muscle resilience were limited to a single stressor. Evaluation of other physiological stressors in the context of frailty is warranted in future investigations.

In summary, this work defines key impairments in muscle resistance and resilience to physical stress in the context of frailty. Despite preserved tetanic force, frail animals exhibited greater fatiguability, dysregulated recovery kinetics, and unique transcriptomic responses suggestive of altered mitochondrial and inflammatory signaling. These responses were specific to the EDL and were not observed in the soleus, implying the potential of fiber type-specific changes. Future work should employ directed gain/loss-of-function approaches to assess the contribution of these pathways and identify the likelihood of fiber type-specific regulation. These findings reinforce that frailty is not merely a reflection of chronological age or muscle mass, but rather a state of impaired resilience and resistance to stress.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4 (CSV 223 KB)

Supplementary file5

## Data Availability

RNA sequencing data are accessible in GEO (accession #GSE301564). All other raw data will be made available by reasonable request.

# Supplementary material for: Increasing indices of frailty in aged female mice are associated with impaired skeletal muscle resilience to downhill running stress
**Source:** GeroScience. 2025 Sep 11;48(2):1665–81. doi: 10.1007/s11357-025-01856-7
**Supplement:** Supplementary file 1 — Supplementary file1

## Confirmation of Publication and Licensing Rights - Open Access

August 11th, 2025

**Subscription Type:** Institution - Academic  
**Agreement number:** MZ28MCDP4K  
**Publisher Name:** Geroscience

**Figure Title:** Figure 1

**Citation to Use:** Created in BioRender. Mazonson, B. (2025) <https://BioRender.com/iqf3a47>

To whom this may concern,

This document ("Confirmation") hereby confirms that Science Suite Inc. dba BioRender ("BioRender") has granted the following BioRender user: Baylah Mazonson ("User") a BioRender Academic Publication License in accordance with BioRender's [Terms of Service](#) and [Academic License Terms](#) ("License Terms") to permit such User to do the following on the condition that all requirements in this Confirmation are met:

- 1) publish their Completed Graphics created in the BioRender Services containing both User Content and BioRender Content (as both are defined in the License Terms) in publications (journals, textbooks, websites, etc.); and
- 2) sublicense such Completed Graphics under "open access" publication sublicensing models such as CC-BY 4.0 and more restrictive models, so long as the conditions set forth herein are fully met.

Requirements of User:

- 1) All Completed Graphics to be published in any publication (journals, textbooks, websites, etc.) must be accompanied by the following citation either as a caption, footnote or reference for each figure that includes a Completed Graphic:  
"Created in BioRender. Mazonson, B. (2025) <https://BioRender.com/iqf3a47>".
- 2) All terms of the License Terms including all Prohibited Uses are fully complied with. E.g. For Academic License Users, no commercial uses (beyond publication in journals, textbooks or websites) are permitted without obtaining or switching to a BioRender Industry Plan.
- 3) A Reader (defined below) may request that the User allow their figure to be a public template for Readers to view, copy, and modify the figure. It is up to the User to determine what level of access to grant.

Open-Access Journal Readers:

Open-Access journal readers ("Reader") who wish to view and/or re-use a particular Completed Graphic in an Open-Access journal subject to CC-BY sublicensing may do so by clicking on the URL link in the applicable citation for the subject Completed Graphic.

The re-use/modification options below are available after the Reader requests the User to adapt their figure as a BioRender template and the User has granted such access.

- 1) **View-Only/Free Plan Use:** A Reader who wishes to only view the Completed Graphic may do so in the BioRender Services as either a BioRender Free Plan user or simply as a viewer. By becoming a BioRender Free Plan user, the Reader may view, modify and re-use the Completed Graphic as permitted under BioRender's [Basic License Terms](#) (e.g. personal use only, no publishing or commercial use permitted).
- 2) **Re-Use/Publish with No Modifications:** For any re-use and re-publication of a Completed Graphic with no modification(s) to the Completed Graphic made by the Reader, a Reader may do so by citing the original author using the citation noted above with the Completed Graphic. The Reader must also comply with the underlying License Terms which apply to the Completed Graphic as noted above (e.g. no commercial use for Academic License).
- 3) **Re-Use/Publish with Modifications:** For any re-use and re-publication of a Completed Graphic with a modification(s) made by the Reader, the Reader may do so by becoming a BioRender user themselves under either an Academic or Industry Plan, citing the original author using the citation noted above with the Completed Graphic and complying with the applicable License Terms.

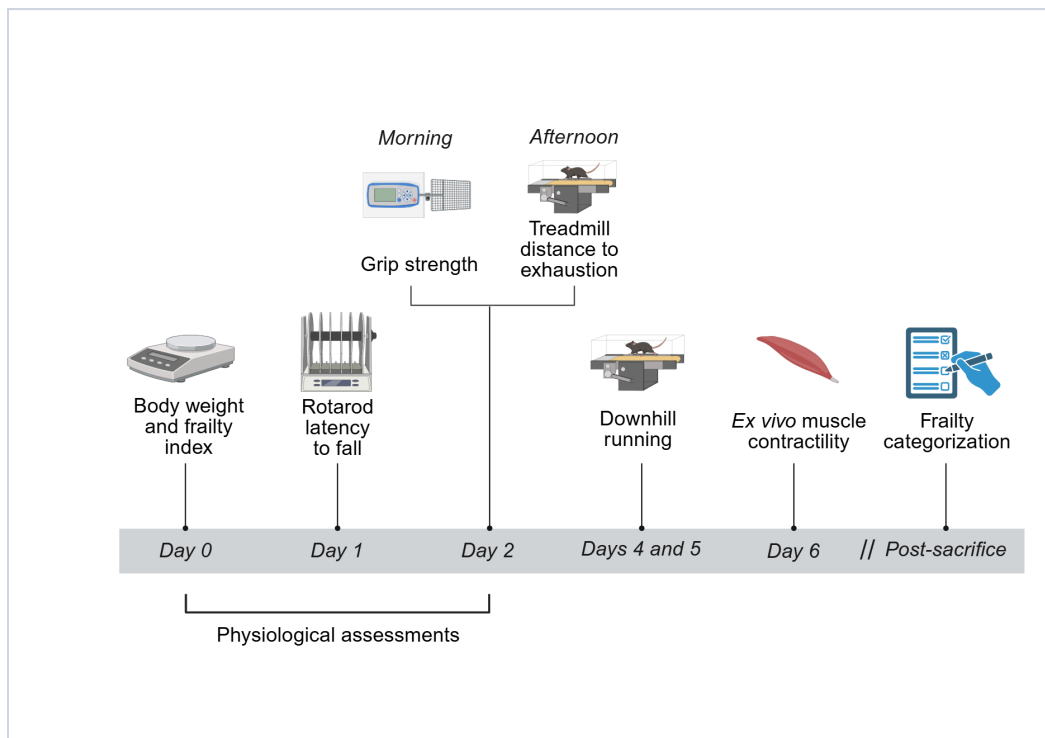

For any questions regarding this document, or other questions about publishing with BioRender, please refer to our [BioRender Publication Guide](#), or contact BioRender Support at .

# Supplementary material for: Increasing indices of frailty in aged female mice are associated with impaired skeletal muscle resilience to downhill running stress
**Source:** GeroScience. 2025 Sep 11;48(2):1665–81. doi: 10.1007/s11357-025-01856-7
**Supplement:** Supplementary file 2 — Supplementary file2

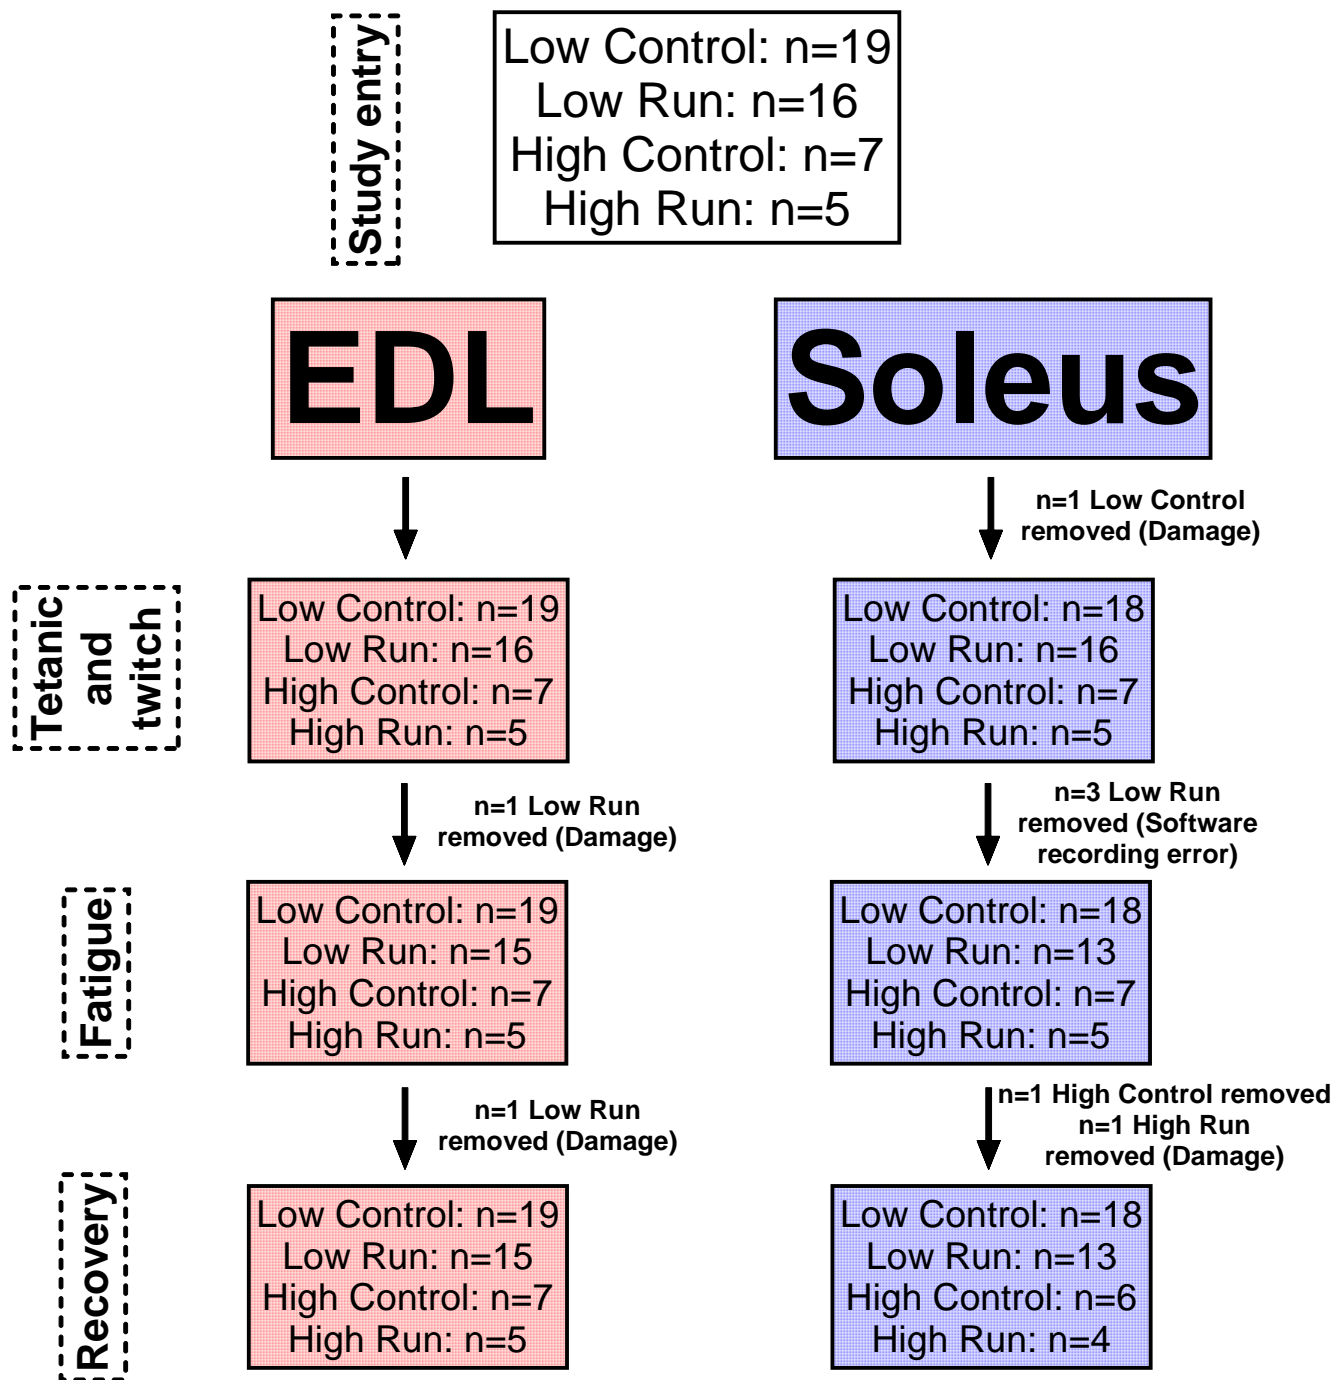

**Supplemental Fig. 1:** Flow diagram outlining the sequence of *ex vivo* muscle physiology used to assess EDL and soleus muscles from mice stratified to High ( $\geq 2$  frailty markers) or Low ( $\leq 1$  frailty markers) groups that were subjected to running (Run) or remained cage sedentary (Control). Only muscles that were viable (not damaged) were used for subsequent analysis.

# Supplementary material for: Increasing indices of frailty in aged female mice are associated with impaired skeletal muscle resilience to downhill running stress
**Source:** GeroScience. 2025 Sep 11;48(2):1665–81. doi: 10.1007/s11357-025-01856-7
**Supplement:** Supplementary file 3 — Supplementary file3

● Low Control    ✕ Low Run    ● High Control    ✕ High Run

EDL

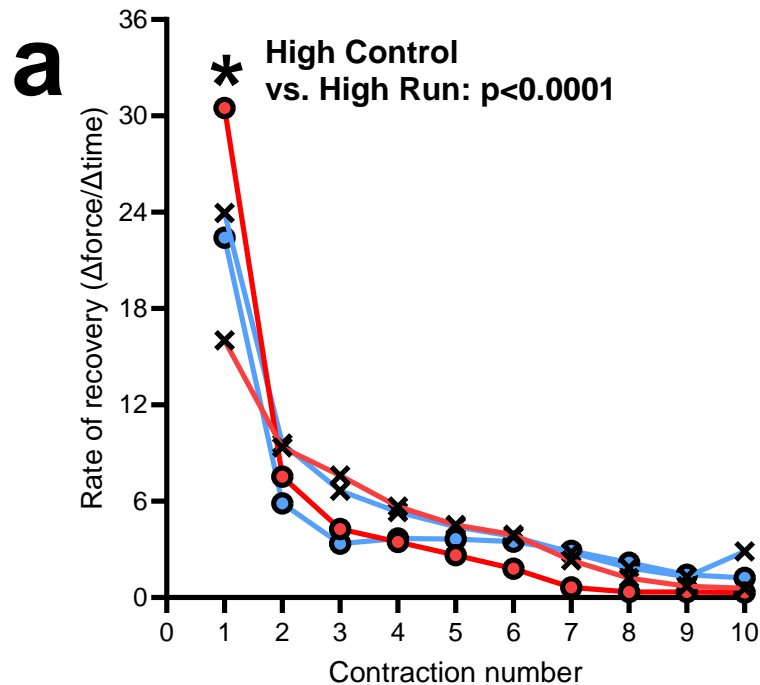

3-way ANOVA  
**Contraction:  $p < 0.0001^*$**   
 Frailty:  $p = 0.2886$   
 Run:  $p = 0.1448$   
 C x F:  $p = 0.8170$   
**C x R:  $p < 0.0001^*$**   
**C x F x R:  $p < 0.0001^*$**

2-way ANOVA (Low)  
**Contraction:  $p < 0.0001^*$**   
 Run:  $p = 0.0106^*$   
 C x R:  $p = 0.2799$

2-way ANOVA (High)  
**Contraction:  $p < 0.0001^*$**   
 Run:  $p = 0.9927$   
**C x R:  $p < 0.0001^*$**

Soleus

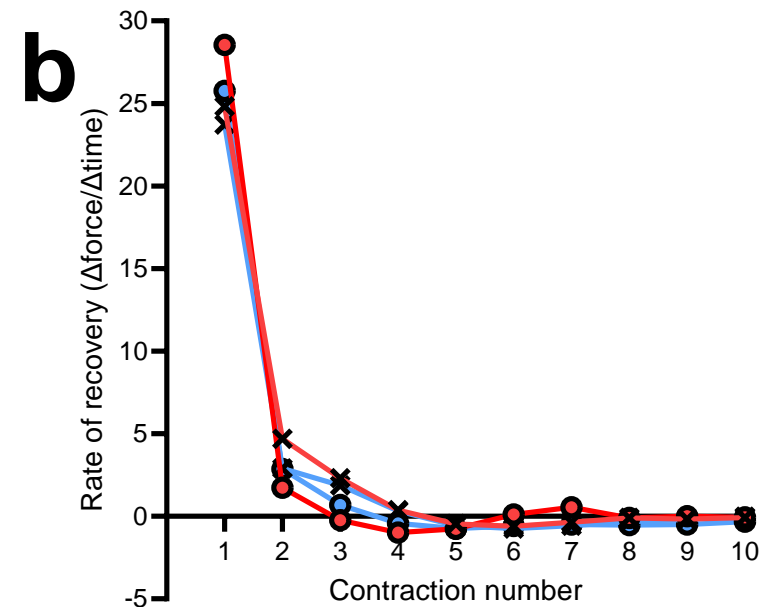

3-way ANOVA  
**Contraction:  $p < 0.0001^*$**   
 Frailty:  $p = 0.3716$   
 Run:  $p = 0.7661$   
 C x F:  $p = 0.7864$   
**C x R:  $p = 0.0044^*$**   
 C x F x R:  $p = 0.7510$

2-way ANOVA (Low)  
**Contraction:  $p < 0.0001^*$**   
 Run:  $p = 0.8318$   
 C x R:  $p = 0.2649$

2-way ANOVA (High)  
**Contraction:  $p < 0.0001^*$**   
 Run:  $p = 0.8468$   
 C x R:  $p = 0.3018$

**Supplemental Fig. 2:** Full statistical analysis of rate of recovery in (A) EDL and (B) soleus muscles. The instantaneous rate of recovery was derived between each pair of consecutive contractions and a three-way ANOVA (Contraction  $\times$  Frailty  $\times$  Run) was performed on the resultant derivation plot from all four groups. Stratified two-way ANOVAs by Frailty were performed where a 3-way interaction was detected in (A). Data still shown for the stratified analysis in (B). Contraction  $\times$  Run interaction was detected in EDL muscle between the High frailty marked groups. Sidak's multiple comparisons test post hoc revealed significant time point difference only at the initial contraction.

How the deposited data were processed for this re-analysis (not part of the article)

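RNA sequencing of the gastrocnemius from 15 aged female mice was used, 4 Low Control, 4 Low Run, 3 High Control and 4 High Run. The sample labels gave the frailty group as robust or frail and the treatment as control or 24 h after running, and no sequencing batch. The authors aligned the reads with STAR 2.7.9a to mm10 and counted them with featureCounts from Subread 1.6.2 against Ensembl build 100. The deposited count values are therefore whole numbers of uniquely aligned proper pairs per gene, without normalization, and genes of the mitochondrial chromosome are absent from them. The authors made the second deposited table by DESeq2's variance-stabilizing transformation of the same counts, on a scale that approaches log2 for abundant genes and has a floor of 3.89 for genes with 0 counts. That transformation was computed again without the group labels and the largest difference from the deposited values was 0. No column of the deposited tables was left out.

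Counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, gene sets with fgsea 1.28.0, and permutation tests in Python 3.11.15 with SciPy 1.17.1. Gene names and coordinates came from GENCODE M21 on GRCm38, in which 55190 of the 55450 counted genes have a symbol. Genes were kept by edgeR's filterByExpr, normalized by TMM and tested by the quasi-likelihood F-test in a model with 1 mean per group. The contrasts were Low Run against Low Control, High Run against High Control, the Frailty × Run interaction, High Control against Low Control and High Run against Low Run. Genes were called at an FDR of 0.1, and gene sets at 0.05. Gene sets were those with a complete member list in the supplement, 181 of 284, and 5756 of their 5758 listed members matched 1 Ensembl gene. Sets whose member lists are incomplete there, among them ATP biosynthetic process and mitochondrial respiratory chain complex assembly, were not analysed here. Genes were ranked by DESeq2's Wald statistic from all mice, and fgsea was run with weight 1, 10000 permutations and seed 1234. Set scores per mouse were compared by exact permutation of the mice between groups, two-sided, with all 70 arrangements of 4 against 4 mice, all 35 of 3 against 4 and all 2450 for the interaction. For the interaction, the run labels were permuted within each frailty group, which takes no effect of running in either group as the null. The smallest p that these tests can give is 0.0286 for either comparison within a frailty group. Camera was run in limma on voom's log2 CPM with the correlation between genes estimated for each set.

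The genes named in the text were fixed in advance as those the paper names, those its supplement lists beside the enriched terms, 1 subunit gene of each of complexes I, III, IV and V readable in Fig. 6c, marker genes of cell and fibre types, and up to 5 genes per contrast with the largest change among those called without overlap between groups, of which there were 0. Their CPM were tested by exact permutation after adding 0.5 and taking log2.

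The total per mouse ranged from 19395125 to 30699216 counts, with a median of 25926420. At this depth the counts of the 8 genes of Fig. 6e ran from 8 for Ccl8 in 1 mouse upward, 2 of the other named genes (Trim10 and Ly6g, named after their counts were seen) had 0 counts in a mouse, and the spread between mice exceeded the sampling noise in each group. The methods were tested on simulated data, in which the counts of 200 genes were changed by a log2 fold change of 2 in either direction in the High Run mice. At an FDR of 0.1 edgeR recovered 178 of them with 25 false calls, voom with quality weights 174 with 25, DESeq2 on all mice 179 with 61, and DESeq2 on only the 2 groups compared 180 with 79. In Low mice, where nothing had been changed, edgeR made 0 calls and DESeq2 on the 2 groups made 13. Each gene was drawn independently with edgeR's own dispersions, and apart from the 200 changed genes all mice had the same means. The simulation thus held neither correlated genes nor outlying mice. It cannot show how the methods perform with these or with smaller changes.

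Alternatives changed one choice at a time. For genes they were DESeq2's Wald test, RLE and upper-quartile normalization, no count filter, at least 10 counts in every mouse, a fit to only the 2 groups compared, voom with sample quality weights, an FDR of 0.05, and offsets per mouse from a loess (span 0.3) on gene length and GC content. For gene sets they were edgeR's statistic, voom's statistic, ranking only genes kept by filterByExpr, length and GC offsets, and unweighted enrichment. For scores they were log2 CPM with a prior count of 2, the median over genes and the length and GC correction, and for camera a preset correlation of 0.01 and voom weights. Each mouse was also left out in turn. DESeq2 on only the 2 groups compared was added after seeing the data.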

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

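The rules for finding unusual values, the tests of library size, fibre type, non-muscle tissue, single mice and macrophages, and the test of gene length across mice were set before the data were examined. The tests of gene length in Low Run mice, of the difference between the control groups, of low expression in High Control mice, of the direction of the slow fibre, blood and nerve markers between groups, and all counts of splits were chosen after the results were seen, as was the rule for when a correlation rules an explanation out.

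Among 78 groups of 4 mice, 13 held a mouse far from the other members, against 3.9 by chance, and several of these values come from correlated measures in the same mouse. Low Control mouse D9 had an oxidative phosphorylation score of -0.3366 (others -0.0628 to -0.04029), an NADH dehydrogenase complex assembly score of -0.4083 (others -0.05011 to -0.01716) and an adipose marker score of 0.03902 (others 0.4036 to 0.4637). Low Run mouse D68 had a hydrogen peroxide score of 0.07625 (others -0.05307 to -0.037), log2 CPM of 8.436 for Uqcrq (others 8.145 to 8.176) and 9.081 for Cox5a (others 8.698 to 8.725), and a neutrophil marker score of 3.991 (others -0.8232 to -0.4623). High Run mouse D53 had a hydrogen peroxide score of 0.2219 (others 0.03773 to 0.06745), and High Run mouse D62 a tricarboxylic acid cycle score of -0.3643 (others -0.002519 to 0.06059). Ccl8 stood at a log2 CPM of 3.558 in Low Control mouse D11 (others -0.1966 to 0.3902) and 2.159 in High Run mouse D52 (others 1.71 to 1.76). Low Run mouse D57 had a fast fibre marker score of 0.08029 (others -0.1948 to -0.1502), and Low Control mouse D11 a total of 21741537 counts (others 25481298 to 25992635). No biological explanation was tested for single mice, since the design gives none.

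The enrichments that differ between the frailty groups were the interaction NES of -2.738 for oxidative phosphorylation, -2.986 for NADH dehydrogenase complex assembly, 1.777 for hydrogen peroxide and -1.942 for the tricarboxylic acid cycle. Technical explanations were tested on the oxidative phosphorylation score over the 15 mice in 6 correlations, with two-sided permutation p and BH adjustment over the 6, and again without the 2 mice farthest from the median of the technical measure. With the trend of expression on gene length in each of the 15 mice, Pearson's r was -0.636 (n = 15, p = 0.01, BH 0.06; -0.535 without 2 mice). The genes are short in the oxidative phosphorylation and NADH dehydrogenase complex assembly sets, with a median transcript length of 1436 and 1415.5 against 3011 over all genes, so the differences in this score between mice cannot be told apart from gene length. The correction for length and GC content kept 78.7% of the interaction in this score and 82.4% for NADH dehydrogenase complex assembly, so gene length does not account for most of the divergence in these sets. With total counts r was -0.344 (n = 15, p = 0.21, BH 0.63; -0.0453 without 2 mice), which gave no sign of a relation. With slow fibre markers r was -0.0587 (n = 15, p = 0.83, BH 0.93), but 0.472 without mice D67 and D62, so across mice the score cannot be told apart from fibre type mix. Between groups, the slow fibre score was higher after running by 0.147 in Low mice (two-sided exact permutation p = 0.457), the direction of the oxidative phosphorylation score there. In High mice it was higher by 0.515 (exact permutation p = 0.143), opposite to that score. The interaction was 0.369 in the slow fibre score (exact permutation p = 0.38) against -0.330 in the oxidative phosphorylation score. The signs were opposite, but the slow fibre differences lay within the spread between mice, so fibre type mix stays open for the divergence. With non-muscle tissue, r was 0.024 for adipose markers (n = 15, p = 0.93, BH 0.93; 0.0955 without 2 mice), -0.272 for nerve markers (p = 0.33, BH 0.66; 0.133 without 2 mice) and 0.0726 for blood markers (p = 0.80, BH 0.93; -0.334 without 2 mice), so across mice no relation was found. Between groups, however, the blood score moved opposite to the oxidative phosphorylation score after running, by -0.969 in Low mice (exact permutation p = 0.257) and 1.69 in High mice (exact permutation p = 0.0857), with an interaction of 2.66 (exact permutation p = 0.0294, BH 0.385 over 27 tests). The nerve score did so as well, by -0.298 in Low and 0.282 in High mice. The divergence therefore cannot be told apart from a difference in blood or nerve tissue in the samples. For the hydrogen peroxide set only 39 of 51 genes could be corrected, too few for the length check to count. The blood score was not tested against the hydrogen peroxide score. Both fell in Low and rose in High mice after running, so blood in the samples stays open for that set.

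Single mice were tested by leaving each out. The High Run minus High Control difference in the oxidative phosphorylation score kept -7.38% of its size without mouse D62, so that difference rests on single mice, while the interaction kept at least 67%. In Low mice, the rise in this score kept 46.5% after the length and GC correction, so that rise cannot be told apart from gene length. High Control mice lay above Low Control mice by 0.195 in this score without running (two-sided exact permutation p = 0.0571), and both control groups enter the interaction, so the divergence may in part be a difference between the controls. High Run mice lay below Low Run mice by 0.134 (exact permutation p = 0.314), which makes up the rest of the interaction of -0.330, and the part from the controls cannot be told apart from a response to running.

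Splits of the same mice into groups of the same sizes, the real one included in every count, show how often a result as large arises, with NES from edgeR's statistic. In Low mice, 4 of the 35 splits gave an NES as large for oxidative phosphorylation, 4 of the 35 splits for NADH dehydrogenase complex assembly, 12 of the 35 splits for hydrogen peroxide and 26 of the 35 splits for the tricarboxylic acid cycle. In High mice these were 21 of the 35 splits, 11 of the 35 splits, 2 of the 35 splits and 5 of the 35 splits, in the same order. For the interaction they were 15 of the 100 splits, 8 of the 100 splits, 7 of the 100 splits and 30 of the 100 splits. As many enriched sets arose in 2 of the 35 splits of Low mice, 22 of the 35 splits of High mice and 1 of the 100 splits for the interaction, which is the real grouping itself, but the sets had been listed by the paper for that contrast in these mice, so that count cannot settle it. As many genes with an unadjusted p under 0.05 arose in 2 of the 35 splits of Low mice, 10 of the 35 splits of High mice, 20 of the 100 splits for the interaction, 9 of the 35 splits of the control mice and 30 of the 35 splits of the run mice. Apart from that enriched set count, none of these results arose in under 0.05 of its splits, so by these counts neither the NES nor the numbers of genes can be told apart from other groupings of these mice. The set scores, compared over all 2450 arrangements, gave an exact permutation p for the interaction of 0.104 for oxidative phosphorylation and 0.0445 for NADH dehydrogenase complex assembly, or 0.208 and 0.107 after BH adjustment over 12 tests. These p take no effect of running in either group as the null, not equal effects in both. A frailty-dependent response to running remains a hypothesis.

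The comparison of sedentary High with sedentary Low mice held a signal in a contrast that the paper uses for sorting gene sets and whose direction its text does not report, with an NES of 2.574 for oxidative phosphorylation, 2.98 for NADH dehydrogenase complex assembly, -1.582 for hydrogen peroxide and 1.899 for the tricarboxylic acid cycle. The sets lie in the opposite direction to the response of High mice to running, as a shared control group alone would give, and the exact permutation p of the scores was between 0.0571 and 0.0857. With length and GC offsets the NES was 2.51 for oxidative phosphorylation and 2.904 for NADH dehydrogenase complex assembly. Mouse D9, with the lowest mitochondrial scores among Low Control mice, enters this comparison, and these NES were not computed without it. The sets were listed by the paper for an interaction that both control groups enter, so this signal is no independent finding.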

How the results depend on the processing

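The alternatives were set before the data were examined, except DESeq2 on only the 2 groups compared, which was chosen after seeing the data. For every change below, the cause was not tested.

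DEG counts moved in 11 of 48 comparisons. Against 0 DEGs in each contrast with edgeR (2274, 877, 1342, 992 and 424 genes at an unadjusted p under 0.05 for Low, High, the interaction, the control mice and the run mice), DESeq2's Wald test gave 10 in Low and 15 in High mice. No count filter gave 86 in Low mice, 19 in High mice, 4 for the interaction and 6 between run mice, and voom with quality weights gave 45 in High mice. DESeq2 on only the 2 groups gave 28 in Low mice, 53 in High mice, 37 between control mice and 3 between run mice. As many arose in 5 of the 35 splits of Low mice (median 2, largest 900) and in 6 of the 35 splits of High mice (median 4, largest 121). Leaving out each mouse gave 0 DEGs in all 45 fits, with 305 or more genes at an unadjusted p under 0.05.

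Of the 8 inflammation genes, those called in High mice over all genes numbered 0 with edgeR, 3 with DESeq2's Wald test, 4 with no count filter, 2 with voom and 8 with DESeq2 on only the 2 groups. Adjusted over the listed genes, 4 were called in Low mice with no count filter against 0, and for the interaction 1 with upper-quartile normalization, 5 with no count filter, 1 with at least 10 counts in every mouse (where Ccl8 has no value) and 6 with voom, against 3. Across fits that each left out one mouse these counts ranged from 0 to 5 in Low mice and from 0 to 4 for the interaction.

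Enriched sets in High mice fell from 67 to 35 with edgeR's statistic (of 167 tested) and 41 when only genes kept by filterByExpr were ranked, rose to 88 with unweighted enrichment, and ranged from 15 to 111 with a mouse left out. In Low mice they ranged from 103 with length and GC offsets (of 167 tested) to 158 with unweighted enrichment, against 146. For the interaction voom gave 118. The NES kept its direction and its side of the threshold in 116 of 120 fits that left out a mouse and in 89 of 92 other comparisons. The exceptions were the hydrogen peroxide set, at -1.031 in Low mice with length and GC offsets (a correction void for it) and 1.474 for the interaction with voom, and the tricarboxylic acid cycle, at -0.6135 in Low mice with length and GC offsets. With a mouse left out, the NES ranged from -2.803 to -0.6935 for oxidative phosphorylation in High mice, from 1.385 to 1.91 for hydrogen peroxide in the interaction, and for the tricarboxylic acid cycle from 0.6982 to 1.533 in Low and from -2.317 to -1.62 in High mice.

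Set scores changed sign in Low mice for hydrogen peroxide with the median over genes (0.03674) and for the tricarboxylic acid cycle with the length and GC correction (-0.02553). With a mouse left out, the differences ranged from -0.2106 to 0.007475 for oxidative phosphorylation in High mice and from -0.439 to -0.221 in the interaction, from -0.4708 to -0.2846 for NADH dehydrogenase complex assembly and from 0.2147 to 0.2865 for hydrogen peroxide in the interaction, and in Low mice from -0.05981 to 0.002973 for hydrogen peroxide and from -0.01064 to 0.08778 for the tricarboxylic acid cycle.

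Camera's p depended on the correlation between genes where the estimate was high. With the correlation preset to 0.01, p was 1.36e-08, 0.00116 and 1.92e-10 for oxidative phosphorylation in Low mice, High mice and the interaction, 3.83e-10, 4.05e-06 and 2.35e-14 for NADH dehydrogenase complex assembly, and 7.33e-06 and 0.000442 for the tricarboxylic acid cycle in High mice and the interaction. For hydrogen peroxide in High mice, where the estimated correlation was near 0, p moved little in limma's camera, from 0.00701 (BH 0.0841) to 0.00469 with the preset, and it was 0.0203 with voom weights (BH between 0.00625 and 0.244 over these settings). With voom weights, the hydrogen peroxide set changed direction in Low mice (to 0.978 from 0.615). Camera was not run with mice left out.

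For the named genes, 345 of 360 fits that left out a mouse and 278 of 297 other comparisons left direction and call unchanged; of the rest, 15 and 2 reversed and 17 of the others became stronger. In Low mice with length and GC offsets, Junb was -0.03597 and Atp5b -0.02806. With a mouse left out, log2 fold changes ranged from -0.9077 to 1.396 for Iigp1 and from -0.8031 to 2.264 for Ccl8 in the interaction, and in Low mice from -0.6057 to 2.617 for Fosb and from -0.286 to 0.8383 for Junb.

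No paired analysis was possible because no mouse is in more than one group. The depth limits Ccl8 most among the 8 inflammation genes, at 8 counts in the mouse with the fewest. The interaction was not fitted with only the 2 groups compared, since it needs all 4.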

Differences from the paper's values

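No setting was chosen because it came closer to the paper. A gap counts as closed where what is left is no larger than the error of the value, which can leave most of the gap in place. That error is the SD of the values with each mouse left out for an NES (0.119 and 0.118 for the interaction, 0.155 and 0.186 in Low mice for oxidative phosphorylation and NADH dehydrogenase complex assembly, 0.106 for hydrogen peroxide in High mice) and the standard error for a log2 fold change. For a count, the larger may be at most 1.5 times the smaller. For the interaction, the NES of oxidative phosphorylation was -2.738 against the paper's -2.894. Among the alternatives set before the data were examined, edgeR's statistic (-2.927), ranking only genes kept by filterByExpr (-2.93) and the fits without mouse D8 (-2.789), D57 (-2.81), D61 (-2.821), D66 (-2.808), D25 (-2.924) or D53 (-2.93) closed the gap, and voom (-2.679), length and GC offsets (-2.728), unweighted enrichment (-5.464) and the remaining fits did not. For NADH dehydrogenase complex assembly the value was -2.986 against the paper's -3.12, and ranking only genes kept by filterByExpr (-3.216) and the fits without mouse D61 (-3.055), D66 (-3.015), D25 (-3.213) or D53 (-3.144) closed the gap, while edgeR's statistic (-3.272), voom (-2.878), length and GC offsets (-2.982), unweighted enrichment (-6.084) and the remaining fits did not.

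In Low mice, the NES of oxidative phosphorylation was 2.504 against the paper's value of about 2.9 in Fig. 6b, read by eye, and that of NADH dehydrogenase complex assembly 2.766 against about 3.1 in Fig. 6b, read by eye. Of the alternatives set before the data were examined, edgeR's statistic (2.774 and 3.043) and ranking only genes kept by filterByExpr (2.802 and 3.098) closed both gaps and no other did. DESeq2 on only the 2 groups compared, chosen after seeing the values, also closed them (2.793 and 3.04). In High mice, the NES of hydrogen peroxide was 1.986 against the paper's value of about 2.1 in Fig. 6, read by eye. Ranking only genes kept by filterByExpr (2.037) and the fits without mouse D67 (2.004) or D49 (2.075) closed this gap, as did DESeq2 on only the 2 groups compared (2.136), chosen after seeing the values, and no other alternative did. The interaction NES of the tricarboxylic acid cycle was -1.942 against the paper's value of about 2.0 in Fig. 6d, read by eye, with a positive sign, and none of the alternatives set before the data were examined closed the gap. The paper's supplement gives -1.964 for the same set, which does not differ.

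On the log2 scale, the fold changes differed from the values read by eye in Fig. 6e for all 8 genes. Turned into signed folds, as given below, all of them lay within 0.11 of the figure. In High mice they were 1.63 for Ifi47 against about 3.1 in Fig. 6e by eye, -3.253 for Fosb against about -9.6 in Fig. 6e by eye, 2.206 for Isg20 against about 4.5 in Fig. 6e by eye, 2.309 for Ccl8 against about 4.9 in Fig. 6e by eye, 1.696 for Ctss against about 3.2 in Fig. 6e by eye, 1.313 for Mpeg1 against about 2.5 in Fig. 6e by eye, 1.504 for Iigp1 against about 2.8 in Fig. 6e by eye and -1.244 for Junb against about -2.4 in Fig. 6e. None of the alternatives set before the data were examined closed any of these gaps. In Low mice they were 0.8412 for Ifi47 against about 1.8 in Fig. 6e by eye, 1.433 for Iigp1 against about 2.7 in Fig. 6e by eye, -0.5275 for Isg20 against about -1.5 in Fig. 6e by eye, 0.6222 for Mpeg1 against about 1.5 in Fig. 6e by eye, 0.6307 for Ccl8 against about 1.5 in Fig. 6e by eye, 0.03506 for Fosb against about 1.0 in Fig. 6e by eye, 0.07124 for Junb against about 1.0 in Fig. 6e by eye and 0.6146 for Ctss against about 1.5 in Fig. 6e. In these Low values, taken on the log2 scale, the fit without mouse D11 closed the gap for Iigp1 (2.41) and the fit without mouse D8 that for Junb (0.84). For Ccl8, DESeq2's Wald test (0.61), upper-quartile normalization (0.67), the edgeR fit to only the 2 groups compared (0.64), voom (0.82) and the fits without mouse D66 (0.90) or D68 (0.88) fell within the larger error of those settings. For Fosb the same held for DESeq2's Wald test (0.03), upper-quartile normalization (0.08), the edgeR fit to only the 2 groups compared (0.04), voom (1.51), length and GC offsets (0.15) and the fits without mouse D57 (0.30), D61 (0.11) or D66 (0.16). DESeq2 on only the 2 groups compared, chosen after seeing the values, did so for Ccl8 (0.61) and Fosb (0.03). None of the alternatives set before the data were examined closed the gap for Ifi47, Isg20, Mpeg1 or Ctss in Low mice. Turned from log2 into signed folds, a conversion also chosen after seeing the values, the High values were 3.10 for Ifi47, -9.53 for Fosb, 4.61 for Isg20, 4.96 for Ccl8, 3.24 for Ctss, 2.48 for Mpeg1, 2.84 for Iigp1 and -2.37 for Junb, all within 0.11 of the values read by eye, and so were the Low values. This match, for all 8 genes in both comparisons, argues that Fig. 6e shows signed folds and that the gaps above come from comparing different scales. Which settings closed them therefore says nothing about the paper's processing.

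The paper's term analysis used 31 DEGs in Low and 51 in High mice, as its supplement implies, against 0 and 0 with edgeR at an FDR of 0.1 (2274 and 877 genes at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap in Low mice, where the count ranged from 0 to 86, and voom with quality weights (45) closed it in High mice. DESeq2 on only the 2 groups compared, chosen after seeing the values, gave 28 and 53. It called all 8 genes of Fig. 6e and all 19 listed genes in High mice, with adjusted p between 5.9e-06 and 0.0881 for the 19 genes. DESeq2's Wald test on all mice called 4 of the 19 (3 of the 8), no count filter 5 (4 of the 8) and voom 5 (2 of the 8).

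The paper states that the inflammatory genes respond to running in High mice and not in Low mice. Of the 8 genes of Fig. 6e, 5 moved in the same direction in both, and 10 of the other 11 listed genes did. With edgeR, 16 of the 19 had an unadjusted p under 0.05 in High mice against 1 in Low mice. The smallest adjusted p for the difference between the responses was 0.60 over all genes, and 7 of the 19 passed an FDR of 0.1 over the list alone, which was picked from these mice.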

Other observations

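The comparison of macrophage markers was planned before the values were seen, and the comparison of High Run with Low Run mice below was chosen after.

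The rise of the interferon and macrophage genes in High Run mice was weighed against a larger share of macrophages in the sample. A marker score without the genes of Fig. 6e was higher in High Run than in High Control mice by 0.654 (two-sided exact permutation p = 0.143, n = 4 and 3) and in Low Run than in Low Control mice by 0.426 (exact permutation p = 0.143, n = 4 and 4). With that score in edgeR's model, the log2 fold change in High mice went from 1.31 to 0.92 for Mpeg1 (unadjusted p in edgeR 0.00498 with the score), from 2.31 to 1.11 for Ccl8 (0.263) and from 1.70 to 1.08 for Ctss (0.000478). For the interferon genes it went from 1.63 to 0.78 for Ifi47 (0.0793), from 1.504 to 0.25 for Iigp1 (0.73) and from 2.21 to 1.504 for Isg20 (0.0225). More macrophages in the sample may therefore account for part of the rise, and the data cannot tell this apart from a change within cells. Single mice were tested as well, and 5 of the 8 genes kept an unadjusted p under 0.05 in all 7 edgeR fits that each left out 1 High mouse.

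The mean of the 6 genes raised in High Run mice differed little between High Run and Low Run mice, by 0.0859 (two-sided exact permutation p = 0.857, n = 4 and 4). It was -0.956 ± 0.096 (SD) in the 3 High Control mice and -0.199 ± 0.815 in the 4 Low Control mice, a difference of -0.756 (exact permutation p = 0.143). The 6 genes were chosen for being higher in High Run than in High Control mice, which favors a low mean in High Control mice, so these values do not show whether low expression before running is part of the rise.

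Of 27 tests of marker scores, none had a BH-adjusted exact permutation p under 0.385. The blood marker score had the largest interaction, at 2.66 (exact permutation p = 0.0294), and the muscle damage score was higher in High Run than in High Control mice by 0.658 (exact permutation p = 0.0571).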
